# A single Gal4-like transcription factor activates the Crabtree effect in *Komagataella phaffii*

**DOI:** 10.1038/s41467-018-07430-4

**Published:** 2018-11-21

**Authors:** Özge Ata, Corinna Rebnegger, Nadine E. Tatto, Minoska Valli, Teresa Mairinger, Stephan Hann, Matthias G. Steiger, Pınar Çalık, Diethard Mattanovich

## Abstract

The Crabtree phenotype defines whether a yeast can perform simultaneous respiration and fermentation under aerobic conditions at high growth rates. It provides Crabtree positive yeasts an evolutionary advantage of consuming glucose faster and producing ethanol to outcompete other microorganisms in sugar rich environments. While a number of genetic events are associated with the emergence of the Crabtree effect, its evolution remains unresolved. Here we show that overexpression of a single Gal4-like transcription factor is sufficient to convert Crabtree-negative *Komagataella phaffii* (*Pichia pastoris)* into a Crabtree positive yeast. Upregulation of the glycolytic genes and a significant increase in glucose uptake rate due to the overexpression of the Gal4-like transcription factor leads to an overflow metabolism, triggering both short-term and long-term Crabtree phenotypes. This indicates that a single genetic perturbation leading to overexpression of one gene may have been sufficient as the first molecular event towards respiro-fermentative metabolism in the course of yeast evolution.

## Abstract (web summary)

Aerobic ethanol production, a phenomenon referred as Crabtree effect, allows yeast to outcompete other microorganisms in sugar rich environments. Here, the authors show that overexpression of a Gal4-like transcription factor can transform *Komagataella phaffii* from Crabtree effect negative to positive.

## Introduction

The fermentative activity of yeast has been used to make bread and fermented beverages by mankind since its early settlement. Thus the physiological capabilities of yeast are directly linked to human development and culture. These processes depend fundamentally on the respiro-fermentative phenotype also called the Crabtree effect of some yeast species, most prominently baker’s yeast (*Saccharomyces cerevisiae*).

A similar phenomenon as the Crabtree effect can be observed in cancer cells which have high glycolytic rates and lactic acid fermentation, termed the Warburg effect^1^. The Crabtree effect of *S. cerevisiae* is seen as a unicellular model to study the genetic and metabolic control of the Warburg effect^2–6^.

Being a fundamental feature of yeast metabolism, the Crabtree phenotype defines whether a yeast can perform simultaneous respiration and fermentation under aerobic conditions at high growth rates. Crabtree-positive (respiro-fermenting) yeasts, such as *S. cerevisiae*, *Vanderwaltozyma polyspora, Torulaspora franciscae, Lachancea waltii*, and *Lachancea kluyveri* (syn. *Saccharomyces kluyveri*) can exhibit alcoholic fermentation in the presence of oxygen until glucose reaches low concentrations^7,8^. Nevertheless, rather few yeasts show this phenotype. In most cases, glucose uptake and glycolysis are strictly regulated to match the TCA cycle capacity, so the exclusive use of respiration leads to full oxidation of glucose to CO_2_ and water with maximum energy yield under aerobic conditions. These yeasts, such as *Yarrowia lipolytica, Candida albicans, Eremothecium coryli*, and *Komagataella phaffii* (syn. *Pichia pastoris*) are defined as Crabtree negative (respiring) yeasts^8^.

It is assumed that the Crabtree phenotype first evolved 125–150 million years ago (mya) in the *Saccharomyces* lineage around the same time as flowering plants which provided a sugar-rich niche for yeasts. The occurrence of the overflow metabolism was the first step in the evolution of aerobic fermentation in yeast^8–11^. There are a number of genetic events that contributed to the emergence of the Crabtree effect in the evolutionary history: whole genome duplication^12,13^, horizontal transfer of the *URA1* gene^14^, rewiring of the transcriptional network^15,16^, loss of respiratory complex I^17^, and duplication of hexose transporter genes^18^. Besides this evolutionary development in the *Saccharomyces* lineage, the Crabtree-positive phenotype has evolved several times independently in yeasts^16,19^.

Crabtree-positive yeasts have several genes for low-affinity hexose transporters enabling high transport rates at high sugar concentration. On the contrary, Crabtree-negative yeasts usually have only one or two low-affinity *HXT* genes but several high-affinity transporters^20^. Accordingly, lower specific glucose uptake rates in Crabtree-negative yeasts prevent the overflow metabolism that causes reduced biomass yield and ethanol production at high glucose concentrations under aerobic conditions in Crabtree-positive yeasts.

*K. phaffii* is a canonical Crabtree-negative yeast and able to ferment in oxygen-limited conditions^21^. It possesses two high affinity and two low-affinity glucose transporters similar to other respiratory yeasts such as *Kluyveromyces lactis*, *Hansenula polymorpha*, and *Scheffersomyces stipitis*^20^. Consequently, the specific glucose uptake rate at maximum specific growth rate in *K. phaffii* is 8-fold lower^22^ in comparison to respiro-fermentative *S. cerevisiae*^23^.

Here we show that glycolysis and fermentation are controlled by a single transcription factor (TF) in *K. phaffii*, and that its overexpression is sufficient to convert the Crabtree phenotype, indicating that this regulatory switch in phenotype could have easily occurred during evolution. We characterize the Crabtree phenotype of mutant *K. phaffii* strains and compare it to other Crabtree negative and positive yeasts. Additionally, we investigate transcriptomes and central metabolic fluxes to characterize the physiological responses to overexpression and deletion of the transcription factor. As we show that *K. phaffii* switches to a respiro-fermentative phenotype by altered expression of a single gene, it will be important to investigate in future if *K. phaffii* might be a better model for the Warburg effect than *S. cerevisiae*.

## Results

### A single TF enhances glucose uptake and ethanol production

Recently, we identified a transcription factor as an activator of the glyceraldehyde 3-phosphate dehydrogenase promoter^24^ which has sequence similarity to *S. cerevisiae* Gal4. Putative Gal4 specific transcription factor (TF) binding sites were found in all glycolytic promoters of *K. phaffii*, and overexpression of the *GAL4*-like TF gene led to growth defects in a *K. phaffii* strain when grown in glucose surplus. These results prompted us to dissect the role of this transcription factor on central carbon metabolism of *K. phaffii* as it is obvious that it is not involved in galactose metabolism since *K. phaffii* cannot metabolize galactose.

Overexpression (OE) of this TF changed specific rates of growth, glucose consumption, and ethanol production markedly, as well as biomass and ethanol yields (Table 1 and Supplementary Figure 1), and led to a 1.7-fold higher glucose uptake rate and a 10-fold elevated ethanol yield in shake flask cultivations. Together with the increased ethanol production, the overexpression strain exhibited a diauxic growth profile typical for Crabtree-positive yeasts (Fig. 1). The biomass yield on glucose (*Y*_*X/S*_) of the overexpression strain was 1.9-fold lower at the expense of ethanol formation. In contrast, no ethanol was produced by the deletion strain and the specific glucose uptake rate was 2.2-fold lower compared to the control strain, further underlining the role of the Gal4-like transcription factor in the regulation of glucose metabolism. Based on its obvious role in glycolysis and fermentation we decided to allocate a novel name to this transcription factor and suggest *CRA1*, referring to its impact on the Crabtree phenotype of *K. phaffii*.

**Table 1:** Overexpression or deletion of the *GAL4*-like TF gene changes the phenotype of *K. phaffii*

Strain^a^	*µ*^b^ [h^-1^]	*q*_s_^c^ [g g^-1^ h^-1^]	*q*_EtOH_^d^ [g g^-1^ h^-1^]	*Y*_X/S_^e^ [g g^-1^]	*Y*_EtOH/S_^f^ [g g^-1^]
*K. phaffii* - control	0.27 ± 0.00	0.53 ± 0.05	0.00 ± 0.00	0.51 ± 0.04	0.03 ± 0.02
*K. phaffii GAL4-*like overexpression	0.22 ± 0.01	0.91 ± 0.03	0.28 ± 0.05	0.24 ± 0.01	0.31 ± 0.03
*K. phaffii Δgal4-*like	0.15 ± 0.00	0.24 ± 0.01	0.00 ± 0.00	0.61 ± 0.02	0.00 ± 0.00

^a^Mean values of duplicate shake flask experiments are presented. ± indicates the standard deviation.

^b^Specific growth rates

^c^Specific glucose consumption rates

^d^Specific ethanol production rates

^e^Yields of biomass on the substrate

^f^Yields of ethanol on the substrate

**Fig. 1:**
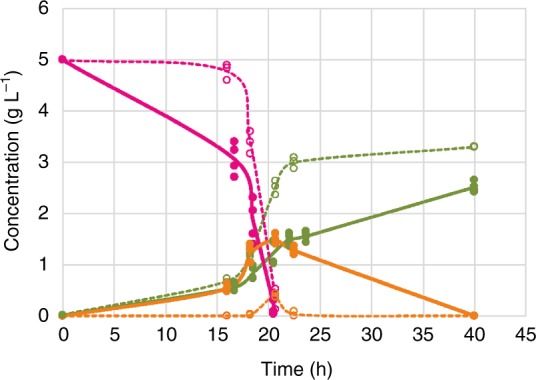
*GAL4*-like overexpression strains consume glucose faster and produce ethanol. Biomass dry weight (green), glucose consumption (magenta) and ethanol production (orange) profiles of the control strain (dashed line) and *GAL4*-like overexpression mutants (solid line). Values of 3 different independent transformants of the control (empty circles) and 4 overexpressing the *GAL4*-like TF (filled circles) are shown

### A glucose pulse triggers fermentation in the *CRA1* OE strain

To verify that the *CRA1* overexpression strain is a true Crabtree-positive yeast we investigated its short- and long-term Crabtree phenotype. The short-term Crabtree effect is defined as the response of a non-fermenting culture at steady-state to an excess glucose pulse. As described by Hagman and coworkers^25^, control and *CRA1* overexpression strains were grown in steady-state chemostat at a dilution rate *D* = 0.1 h^−1^, followed by a glucose pulse of *C*_Glucose_ = 9–11 g L^−1^. We also performed the same experiments with *S. cerevisiae* and *Kluyveromyces marxianus* as internal controls, and verified that our data is comparable to Hagman et al^25^. During the first hour after the glucose pulse biomass of the control strain increased, while it remained unchanged in the cultures of the *CRA1* overexpression strain. Glucose consumption profiles demonstrated the differences in short-term Crabtree phenotype between the control and *CRA1* overexpression strains. While they had a similar specific glucose consumption rate during the steady-state cultivation, it was 1.2-fold higher in the overexpression strain within the first 20 min after the glucose pulse and then decreased (Fig. 2a and Supplementary Table 1). Similarly, higher specific glucose uptake rates were achieved in comparison to other Crabtree negative and positive yeasts except *Vanderwaltozyma polyspora* (Fig. 2a). In addition, the ethanol concentration produced by the *K. phaffii CRA1* overexpression strain increased to 0.23 g L^−1^ after the first 20 min which is comparable to other short-term Crabtree-positive yeasts and reached 0.35 g L^−1^ during the first hour after the glucose pulse which is a typical behavior for fermenting yeasts (Fig. 2aand Supplementary Table 1). The specific ethanol production rate of the overexpression strain was in the range of other Crabtree-positive yeasts.

**Fig. 2:**
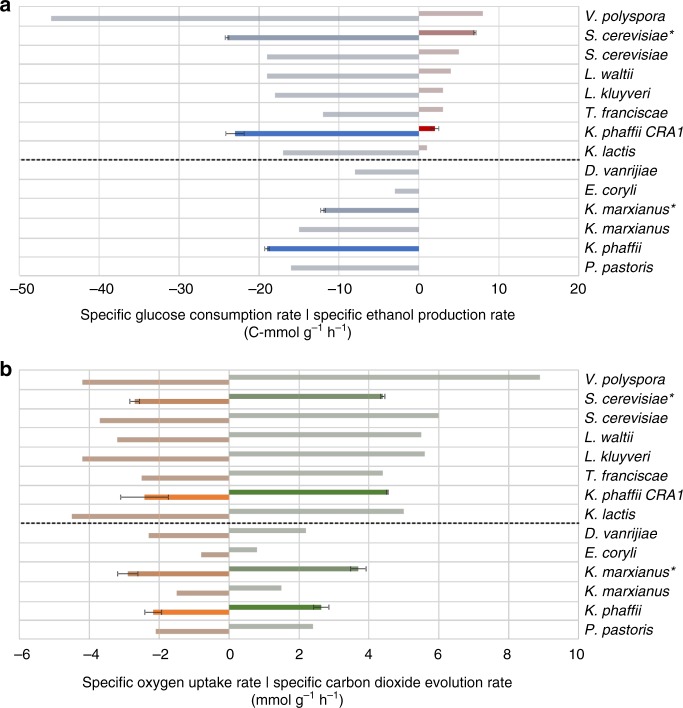
The *CRA1* overexpression strain exhibits a short-term Crabtree phenotype. *K. phaffii* strains were grown in chemostat at *D* = 0.1 h^−1^ in steady state, followed by a glucose pulse of 9-11 g L^−1^. Data of *K. phaffii* control, overexpression strain, *Saccharomyces cerevisiae* CEN.PK113-5D and *Kluyveromyces marxianus* CBS712 (indicated with an asterisk) are shaded dark. The data of other yeast species were retrieved from Hagman *et al.*^25^ and shaded light. They comprise the Crabtree positive species (above the dashed line) *Vanderwaltozyma polyspora, S. cerevisiae, Lachancea waltii, Lachancea kluyveri*, *Torulaspora franciscae, Kluyveromyces lactis,* and the Crabtree negative species (below the dashed line) *Debaryomyces vanrijiae, Eremothecium coryli*, *K. marxianus and P. pastoris (syn. Komagataella sp.)*. **a** Comparison of specific glucose consumption (blue) and ethanol formation (red) rates. The specific glucose uptake rate of the *CRA1* overexpression strain was higher compared to the control strain and other Crabtree-negative yeasts. Ethanol production by the *CRA1* overexpression strain was comparable to other short-term Crabtree-positive yeasts, while the control strain did not produce ethanol, same as the other Crabtree-negative yeasts. **b** O_2_ uptake (orange) and CO_2_ evolution rates (green) among other yeasts based on their short-term Crabtree effect. Calculated CO_2_ evolution rate values for the *CRA1* overexpression strain were in the range of other short-term Crabtree-positive yeasts (see ref. ^25^). Mean values of the duplicate bioreactor cultivations for the control and overexpression *K. phaffii* strains are presented. Error bars represent the standard deviation (±)

CO_2_ production of yeast has two primary sources: respiration and fermentation. After the glucose pulse, the *K. phaffii CRA1* overexpression mutant reached higher CO_2_ evolution rates (CER) compared to the control strain, as 2 moles of CO_2_ per mole O_2_ are produced during fermentation different to respiration in which 1 mole O_2_ consumption corresponds to 1 mole CO_2_. Following the glucose pulse, CER of *K. phaffii CRA1* overexpression mutants reached 4.53 mmol g^−1^ h^−1^ which was 1.7-fold higher compared to the control strain as well as other Crabtree-negative yeasts (Fig. 2b). These findings fit well to the data from other Crabtree-positive yeasts where CER varied from 3.2–7.0 mmol g^−1^ h^−1^ ^25^ (Fig. 2b and Supplementary Table 1).

### The long-term Crabtree effect is triggered by *CRA1* OE

The long-term Crabtree effect is defined as the ability of a yeast strain to ferment glucose to ethanol under aerobic conditions in a glucose-limited chemostat. The critical dilution rate (*D*_crit_) is defined as the strain-specific threshold value at which the yeast metabolism switches from respiratory state to respiro-fermentative state where ethanol formation starts. In other words, above *D*_crit_, ethanol is produced as the glucose flux exceeds the critical value towards the TCA cycle. A Crabtree-negative yeast, however, grows in a respiratory state and is washed out without ethanol formation when the maximum dilution rate (*D*_max_) is exceeded. We conducted chemostat cultivations to determine the critical dilution rate threshold for the *K. phaffii CRA1* overexpression strain (Fig. 3 and Supplementary Table 2).

**Fig. 3:**
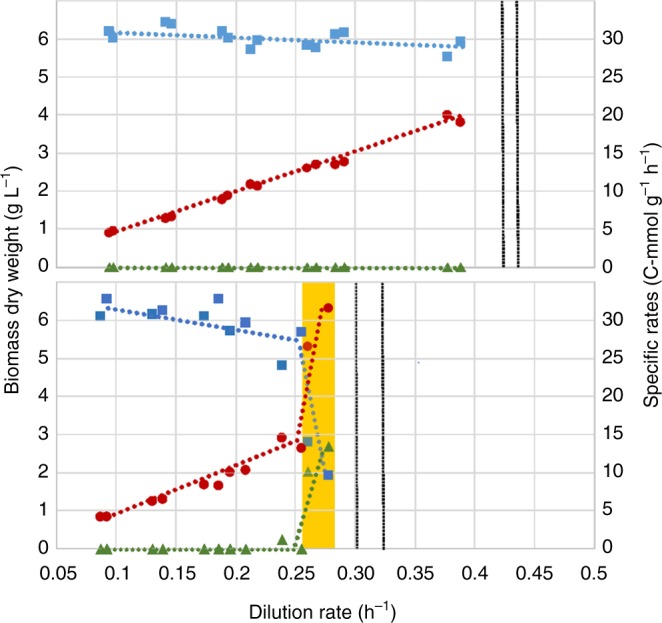
The long-term Crabtree effect is triggered by overexpression of *CRA1*. The control strain exhibited a fully respiratory metabolism and was washed out after *D*_max_ = 0.4 h^−1^ (upper panel). The metabolic activity of the *CRA1* overexpression strain, however, shifted from respiratory metabolism to respiro-fermentative metabolism and started to produce ethanol when *D*_crit_ = 0.27 h^−1^ was achieved (lower panel). Above *D*_crit_ glucose consumption rates increased sharply while biomass concentrations dropped. Mean values of biomass dry weight concentration (squares), specific glucose consumption (circles) and specific ethanol production rates (triangles) of the control and *CRA1* overexpression strain at different dilution rates during the chemostats are given (chemostats were performed in duplicates). Gray and black lines show the dilution rates of the biological replicates at which the cells were washed out

With the increase in dilution rate (*D*), the specific glucose uptake rates increased accordingly, and similar specific glucose uptake rates were obtained for the control and the *CRA1* overexpression strains until *D* = 0.25 h^−1^. The control strain could grow in fully respiratory state without any ethanol formation until the dilution rate reached *D*_max_ = 0.4 h^−1^ and was washed out when the dilution rate was further increased to 0.45 h^−1^. However, the *CRA1* overexpression mutant displayed a clear long-term Crabtree phenotype above *D* = 0.25 h^−1^: the cell concentration decreased, and ethanol production began at *D*_crit_ = 0.27 h^−1^. When compared to the control strain, a 1.7-fold higher specific glucose consumption rate was achieved by the overexpression strain at the critical dilution rate (*D*_crit_ = 0.27 h^−1^) indicating a higher glycolytic flux. Accordingly, ethanol production started, showing that a fraction of metabolic activity shifted from respiratory metabolism to respiro-fermentative metabolism. When the dilution rate was further increased to *D* = 0.32 h^−1^, the cells were washed out and could not reach a new steady-state showing that *D*_crit_ = *D*_max_ = 0.27 h^−1^ for the *CRA1* overexpression strain.

Comparison of several yeast species based on their specific glucose consumption rates, respiratory quotients, specific ethanol production rates, CER, oxygen uptake rates (OUR), and maximum specific growth rates revealed that there is a universal cut-off value for glucose consumption rates which is around 10–15 C-mmol g^−1^ h^−1^ ^8^. This is the cut-off value where Crabtree-positive yeasts exhibit an imbalanced catabolic and anabolic metabolism, due to a loss of coordination between glucose consumption and growth. This results in an overflow in carbon metabolism, leading to ethanol production. Indeed, the *K. phaffii CRA1* overexpression strain started to produce ethanol when *q*_*S*_ exceeded 15.8 C-mmol g^−1^ h^−1^ (Fig. 3 and Supplementary Table 2) as opposed to the control strain where the balance could be preserved between glucose consumption rate and carbon flux towards catabolic and anabolic pathways at even higher growth rates.

### The *CRA1* OE strain classifies as Crabtree-positive yeast

Crabtree phenotype defines whether a yeast can perform simultaneous respiration and fermentation under aerobic conditions. However, not every Crabtree-positive yeast shows this phenotype in the same range. Hagman and coworkers^26^ classified 11 different yeast genera (including 55 different strains of 34 species) into 4 groups, based on their ethanol and biomass yields on glucose, specific glucose consumption rates and specific growth rates in a batch culture. Among these, group 1 includes the Crabtree-negative yeasts and groups 2–4 include Crabtree-positive yeasts. We used this classification as an indicator to rate the Crabtree phenotype of the *CRA1* overexpression strain among other yeasts and divided yeasts into 2 different groups: group 1 includes the Crabtree-negative yeasts (including 15 different strains of 8 species) and group 2 (including 40 different strains of 26 species from groups 2–4^26^) contains the Crabtree-positive yeasts (having a Crabtree phenotype in different ranges) (Fig. 4). The *K. phaffii* control strain fell into Group 1 with other Crabtree-negative yeasts. The *CRA1* overexpression strain, however, was classified as a Crabtree-positive yeast in Group 2.

**Fig. 4:**
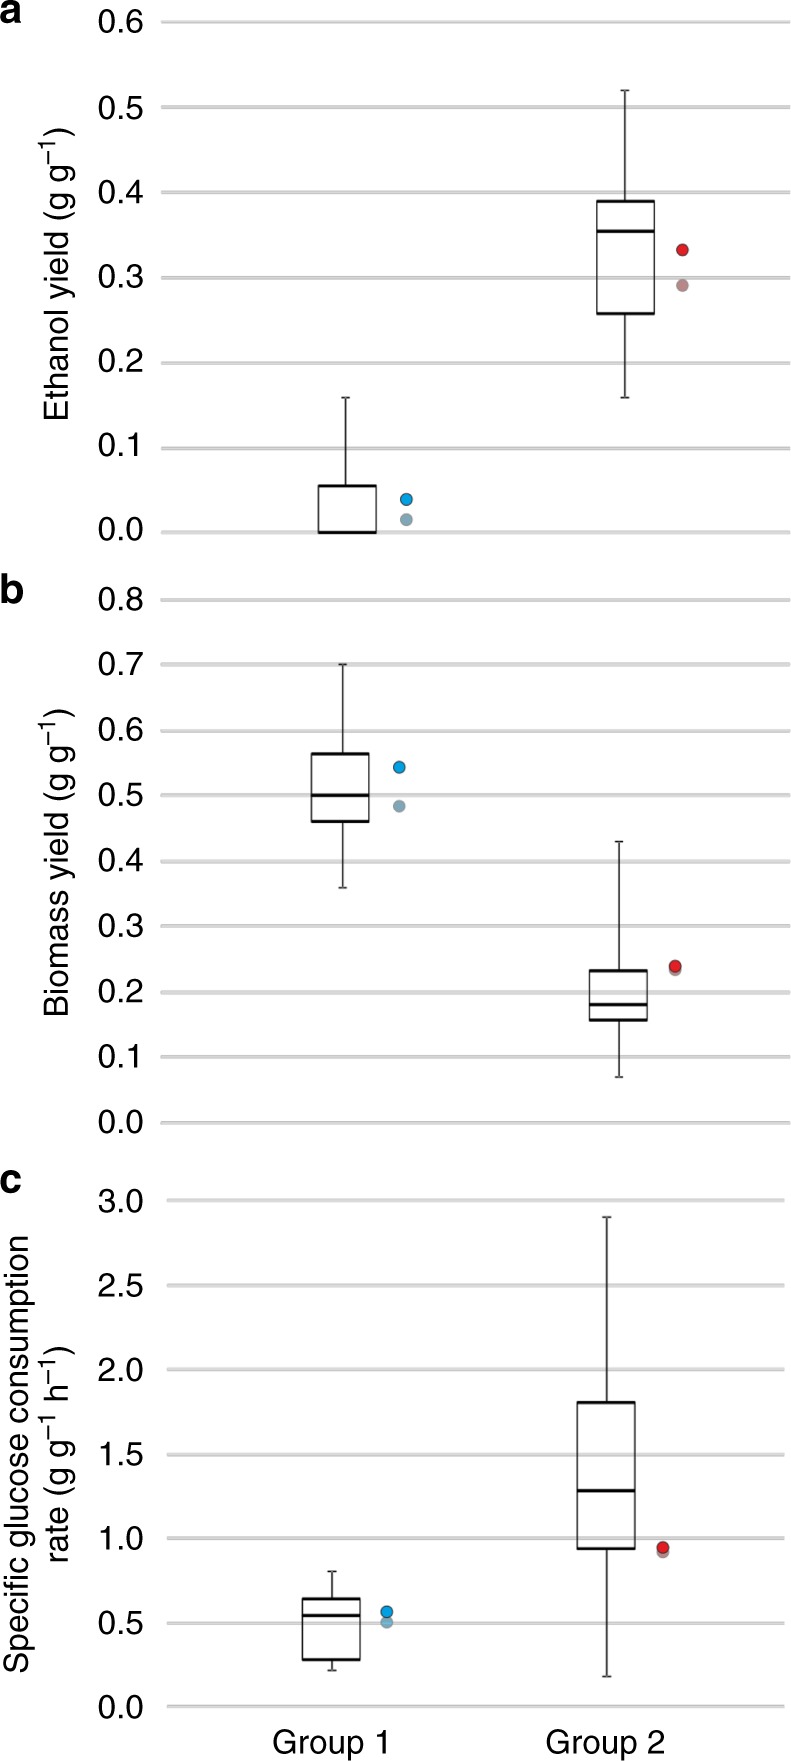
The *CRA1* overexpression strain classifies as a Crabtree-positive yeast. Classification of yeasts based on **a** ethanol yield, **b** biomass yield, and **c** specific glucose consumption rate reveals that the control strain, *K. phaffii* (blue), belongs to Group 1 with other Crabtree-negative yeasts (*Eremothecium* and *Kluyveromyces* genera, see ref. ^26^). *K. phaffii CRA1* overexpression strain (red), however, is classified as a Crabtree-positive yeast with other positive yeast species (*Lachancea, Torulaspora, Zygotorulaspora*, *Vandervaltozyma, Tetrapisispora, Saccharomyces, Kazachstania, Naumovozyma*, and *Nakaseomyces* genera). Values of the duplicate experiments for the control and overexpression *K. phaffii* strains are presented. The box plots are based on the data of ref. ^25^. The box spans the interquartile range (second and third quartile), middle line represents the median value and whiskers show the minimum and maximum values

### Upregulation of glycolytic genes causes metabolic imbalance

For an in-depth analysis of the effect of the Cra1 TF on regulation of the glycolytic pathway, we conducted RNASeq and ^13^C labeled metabolic flux analysis (MFA) (Fig. 5). 

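RNA for sequencing came from 3 shake-flask cultures of each strain, in 20 mL of medium with 5 g L-1 glucose. The control strain carried only the eGFP reporter, the second strain overexpressed *CRA1* and the third was the *Δcra1* strain. Since a single transformant represented each strain, the spread between the 3 libraries of a strain holds no difference between transformants. The authors counted the poly(A)-enriched reads of each library on 5344 sequences with kallisto, and deposited the estimated counts and TPM without scaling between libraries. The estimated counts were rounded here, scaled by edgeR's TMM method and tested for each pair of strains over their 6 libraries, after genes with few counts were left out with filterByExpr. A gene was called where the adjusted p-value was under 0.05 and the absolute log_2_ fold change at least 1. Total counts were 106343 to 108535 in the control libraries, 114609 to 213700 in the overexpression libraries and 193566 to 223825 in the *Δcra1* libraries. At the lowest of these totals, a count of 0 allows a share of up to 0.00282% of the library. Such limits cover counting error only, because reads amplified by PCR are not independent molecules. The paper's text does not name a strand setting for the counting, so counts of genes that overlap another gene, or that have a near-identical copy, are uncertain. It does not give the number of reads per library either, so whether the counts hold all reads of a library, or those of 1 strand, is not known here.

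The targeted gene, *CRA1* (PP7435_Chr1-1522), had 11 counts in each of the control libraries. It had 810, 95 and 316 counts in overexpression replicates 1, 2 and 3, and 0 counts in every *Δcra1* library. Its log_2_ fold change in the overexpression strain was 4.75 (standard error 0.65, adjusted p = 0.0031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between 4.02 and 5.10. In the *Δcra1* strain, *CRA1* was at least 7.54-fold lower than in the control, counting the deletion libraries at a floor of 3 counts.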

Transcript levels of glycolytic (*HXK1, PGI1, PFK1, PFK2, FBA1-1, TDH3, ENO1, GPM1, CDC19*) and fermentative genes (*PDC1, ADH2*) were upregulated in the *CRA1* overexpression strain compared to the control strain while the genes responsible for the TCA cycle (*CIT1, ACO1, IDP1, KGD2, FUM1, MDH1, MDH3*) remained unchanged. 

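All 11 glycolytic and fermentative genes were called higher in the overexpression strain. Their log_2_ fold changes ran from 2.14 for *PDC1* (PP7435_Chr3-1042) to 3.62 for *GPM1* (PP7435_Chr3-0360), with a median of 2.76. Adjusted p-values lay between 0.0074 for *CDC19* (PP7435_Chr2-0503) and 0.035 for *PGI1* (PP7435_Chr3-0754), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 11 genes were called as well, although this is not independent evidence, since the study chose the list on these libraries. For each of the 11 genes, every overexpression library lay above every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). *TDH3* (PP7435_Chr2-0858) had 936 ± 58.8 CPM (SD, n = 3) in the control and 3827 ± 1888 (SD, n = 3) in the overexpression strain. *ADH2* (PP7435_Chr2-0821) rose from 541 ± 95.1 to 3545 ± 2184 CPM (SD, n = 3 each). *HXK1* (PP7435_Chr1-1362) had 8, 8 and 9 counts in the control libraries and 138, 19 and 69 counts in the overexpression libraries.

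Together the 11 genes took 0.417% ± 0.060 (SD, n = 3) of the counts in the control and 2.42% ± 1.56 (SD, n = 3) in the overexpression strain. The difference could not pass a 0.05 threshold with this design (exact permutation test, two-sided p = 0.1, the smallest possible). The overexpression libraries differed widely, with shares of 4.11%, 1.04% and 2.11% in replicates 1, 2 and 3. The calls depended on which library was left out. Without control replicate 1, 2 or 3, the number of the 11 genes called was 4, 0 and 1, and without overexpression replicate 1, 2 or 3 it was 11, 11 and 8. Without control replicate 2, all 11 still had an unadjusted p under 0.05 and log_2_ fold changes of 1.88 to 3.39. The log_2_ fold changes were 1.37 to 2.57 without overexpression replicate 1 and 2.44 to 4.00 without overexpression replicate 2. With a covariate for the component in which replicates differed most, an alternative chosen after the values were seen whose scores differ between the strains as well, 10 of the 11 genes were called and the log_2_ fold changes were 0.81 to 1.76. As a set, the 11 genes were higher in the overexpression strain (camera with a preset correlation of 0.01, adjusted p = 9.0e-07 over the 4 set tests made). Under fry the adjusted p of this set was 0.030, and with the correlation estimated from the data it was 0.19. Since the study chose the list on these libraries, the set tests are not independent evidence either. No table used here pairs the names of the 7 TCA cycle genes with the identifiers in the count tables, so those genes are not analysed here. The table that gives the names holds only genes past the paper's cutoffs in at least 1 comparison between strains. That these names are missing goes with the paper's report of no change, but is not a test made here.

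**Figure D1:**
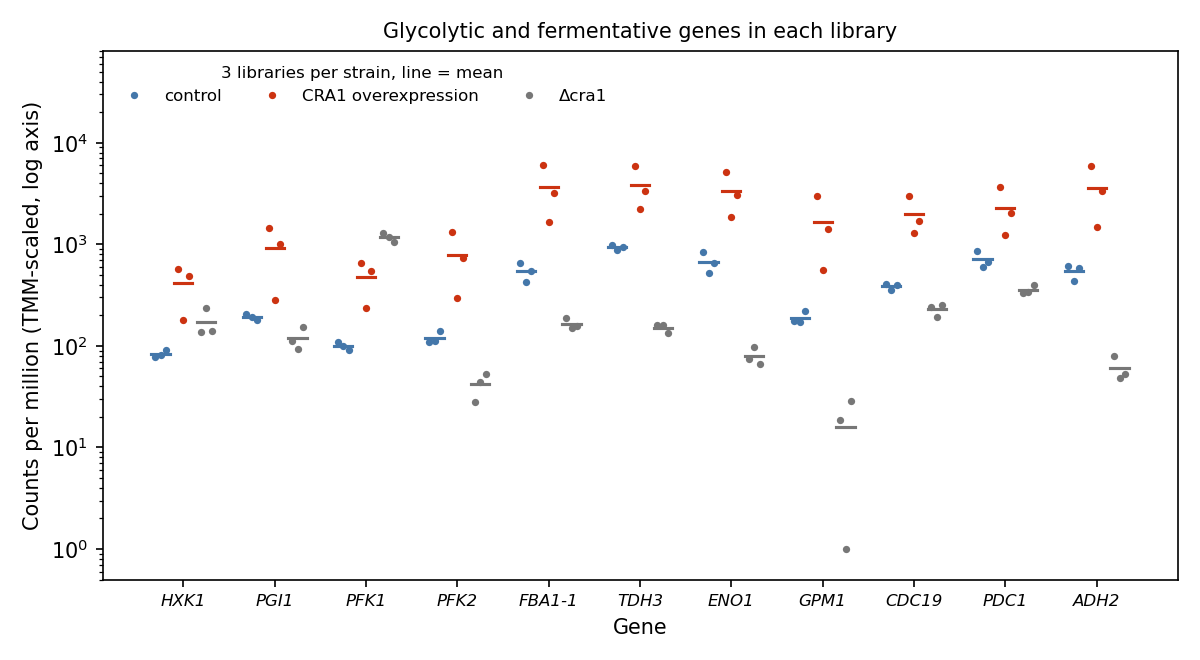
CPM values, scaled by TMM and drawn on a log axis, of the 11 glycolytic and fermentative genes in each of the 9 libraries. Points are libraries in the order of replicates 1 to 3, lines are means of 3, and a count of 0 is drawn at 1; for every gene the 3 overexpression libraries lie above the 3 control libraries.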

In agreement with the RNASeq data, the glycolytic flux was more than twofold higher in the *CRA1* overexpression strain. The split ratio (%) at the glucose-6-phosphate node was 85/15 (± 1.5) (glycolysis/pentose phosphate pathway) in the *CRA1* overexpression strain, compared to 44/56 (± 0.1) in the control strain. Around the pyruvate node, the ratio (%) between fermentation and respiration was 68/32 (± 13) (ethanol/acetyl CoA) in the overexpression strain compared to 17/83 (± 21) in the control. Comparing specific carbon fluxes, a decrease of pentose phosphate pathway and TCA cycle fluxes contributed to the 10-fold increase of specific fermentation flux. This finding is in agreement with the situation in *S. cerevisiae*, where higher glycolytic fluxes cause a decrease in the TCA fluxes^8,27,28^. The increase of specific NADH production in lower glycolysis between control and overexpression strain of 4.7 mmol g^−1^ h^−1^ balances well with the increased specific NADH consumption in ethanol formation of 5.4 mmol g^−1^ h^−1^, and thus restores the redox balance in the *CRA1* overexpression strain through respiratory-fermentative metabolism. These data further support the hypothesis that a single gene controls the development of a Crabtree positive strain by upregulating all relevant glycolytic and fermentative genes.

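In the *Δcra1* strain, 6 of the 11 glycolytic and fermentative genes were called lower than in the control and 2 were called higher. The log_2_ fold changes of the 6 lower genes were −3.37 (standard error 0.47) for *GPM1*, from 4, 0 and 7 counts, with *ADH2* at −3.06, *ENO1* (PP7435_Chr3-1154) at −3.00, *TDH3* at −2.54, *FBA1-1* (PP7435_Chr1-0374) at −1.64 and *PFK2* (PP7435_Chr1-0820) at −1.40. The largest adjusted p-value of these 6 was 0.0054, for *PFK2* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *TDH3* had 34, 33 and 33 counts in the *Δcra1* libraries, against 101, 87 and 94 in the control libraries. *PDC1*, *CDC19* and *PGI1* were lower by less than the cutoff, with log_2_ fold changes of −0.91, −0.66 and −0.59. *PFK1* (PP7435_Chr2-0897) was higher in the *Δcra1* strain, with 276, 243 and 258 counts against 11, 10 and 9 in the control (log_2_ fold change 3.63, standard error 0.20, adjusted p = 7.9e-17 from the same edgeR test). *HXK1* was called higher as well, at a log_2_ fold change of 1.11 (adjusted p = 0.014 from the same edgeR test). It was not called by DESeq2 (adjusted p = 0.10, over a range of 0.0020 to 0.61 across all alternatives tried). The share of counts on the 11 genes was 0.271% ± 0.00055 (SD, n = 3) in the *Δcra1* strain, below each control library (exact permutation test, two-sided p = 0.1). *PFK1* alone gave 276, 243 and 258 of the 567, 524 and 608 counts on these genes in the *Δcra1* libraries. In the control it gave 11, 10 and 9 of 513, 384 and 451. The other genes together therefore fell by more than this share shows.

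Between the 2 comparisons against the control, 58 genes were called in both. Of these, 20 were higher in both strains, 6 were lower in both, and 32 were higher with *CRA1* overexpressed and lower with *CRA1* deleted. Which direction was more frequent depended on the setting, and with DESeq2 36 genes changed in the same direction and 29 in opposite directions. Because both comparisons use the same control libraries, 3 unchanged strains were simulated, the control among them. At an unadjusted p under 0.05 and the same fold change cutoff, 110 genes passed in both comparisons, against at most 5 over 20 simulations. The simulated lists were short, at most 28 and 12 genes, so this does not tell how many of the 26 genes in the same direction the shared controls account for. Error in the control moves both fold changes the same way and does not account for the 32 in opposite directions. From the rise of the glycolytic and fermentative transcripts together with the measured fluxes, the paper proposes that *CRA1* alone controls the change to a Crabtree-positive strain by raising the genes of both pathways (Fig. 5).

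**Figure D2:**
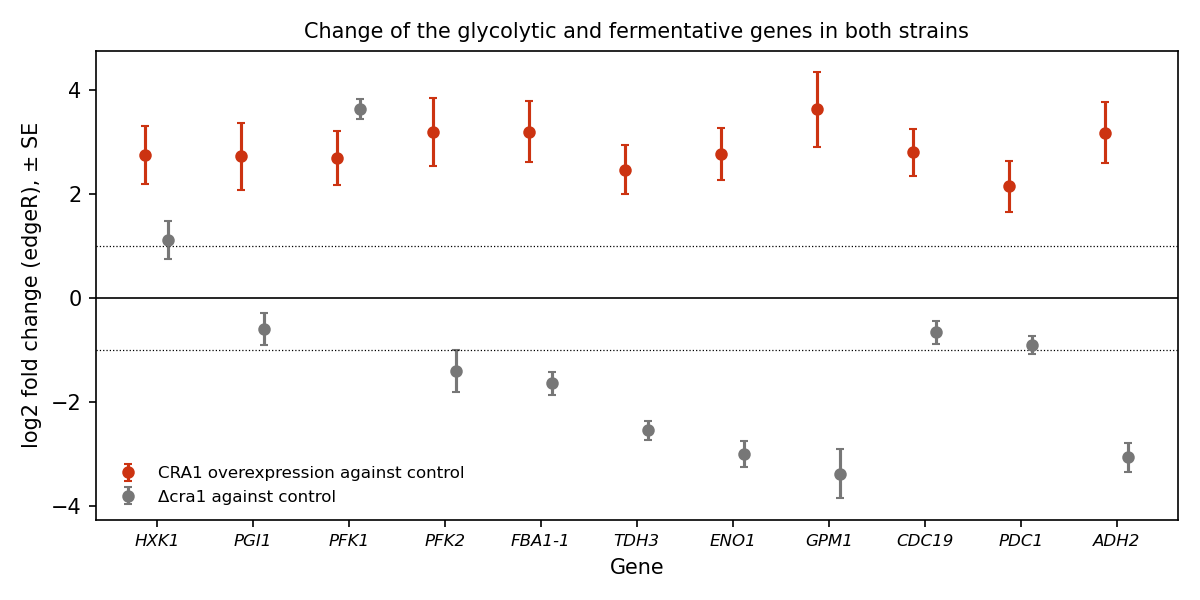
log_2_ fold change against the control, from edgeR, of the 11 genes in the *CRA1* overexpression strain and in the *Δcra1* strain, 3 libraries per strain. Bars are standard errors and dotted lines mark −1 and 1; *PFK1* and *HXK1* lie above 0 in both strains, and the other 9 genes lie above 0 with *CRA1* overexpressed and below 0 with *CRA1* deleted.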

**Fig. 5:**
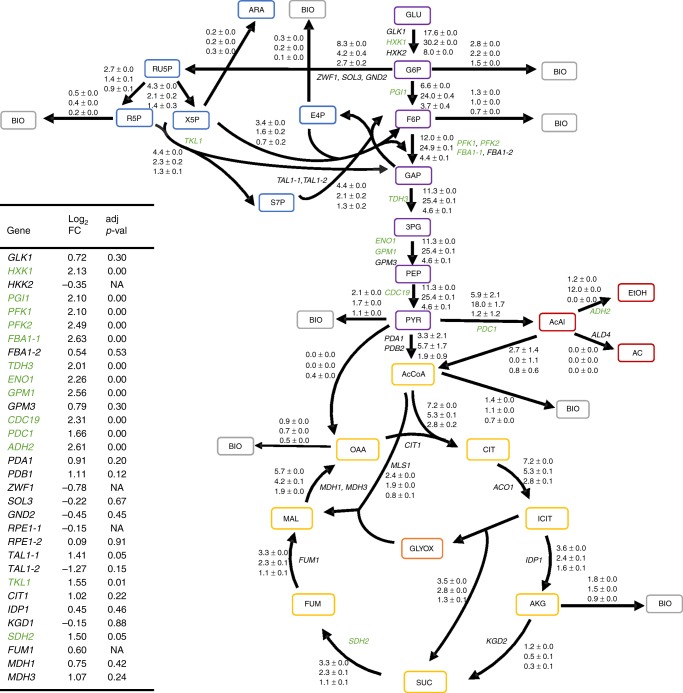
^13^C metabolic flux analysis and RNASeq explain the overflow metabolism. Glycolysis and fermentation correlate with pathway gene upregulation in the *CRA1* overexpression strain. Absolute specific flux rates per carbon atom (C-mmol g^−1^h ^−1^) of control, *CRA1* overexpression and *Δcra1* strains are given from top to bottom. For reversible fluxes, only net fluxes are shown. Gene names of the corresponding reactions are colored green for transcriptionally upregulated, and black for unregulated genes in the *CRA1* overexpression strain compared to the control. The insert table displays the respective log_2_ fold changes and adjusted *p*-values. NA means data did not meet filter criteria for *p*-value calculation (see Methods). Mean values of triplicate experiments for the control, overexpression and knock-out *K. phaffii* strains are presented. ± represents the standard deviation. Values of each reaction refer to the total number of carbon atoms involved in this reaction. For clarity of the figure, fluxes to CO_2_ are not shown

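Of the 16 further gene names drawn in Fig. 5, 9 could be paired with an identifier in the count tables. These 9 are selected for change, because the table that pairs names holds only genes past the paper's cutoffs in at least 1 comparison. *TKL1* (PP7435_Chr1-0919) was called higher in the overexpression strain, with a log_2_ fold change of 2.05 (standard error 0.50, adjusted p = 0.040 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SDH2* (PP7435_Chr3-1347) was called higher too, at 2.09 (standard error 0.49, adjusted p = 0.034 from the same edgeR test), from 6, 7 and 4 counts in the control and 58, 13 and 25 counts in the overexpression libraries. The calls of *TKL1* and *SDH2* were lost without any single control library, with limma and with the covariate for the differences between replicates. *TAL1-1* (PP7435_Chr2-0357), *PDB1* (PP7435_Chr1-1401), *PDA1* (PP7435_Chr2-0312), *GLK1* (PP7435_Chr4-0345) and *GND2* (PP7435_Chr3-0944) had log_2_ fold changes of 2.02, 1.60, 1.41, 1.15 and 0.84 and were not called. With that covariate, *PDA1* and *GND2* changed direction, to −0.23 and −0.26. *TAL1-2* (PP7435_Chr2-0358) lay lower in each overexpression library than in each control library, at a log_2_ fold change of −1.26 (standard error 0.38, adjusted p = 0.064 from the same edgeR test). *ZWF1* (PP7435_Chr2-0993) did not pass the count filter of the edgeR test in the overexpression strain, with 10, 0 and 2 counts against 6, 3 and 6 in the control. In the *Δcra1* strain, *GLK1* and *TAL1-2* were called lower, with log_2_ fold changes of −2.44 and −1.97, and *ZWF1* was called higher, at 1.58. Their edgeR adjusted p-values were 2.5e-06, 0.00043 and 0.0028, and the highest across the alternatives tried were 0.059, 0.17 and 0.65. The log_2_ fold change of *ZWF1* ran from 0.59 to 1.82 across these alternatives. *SDH2* and *PDB1* did not pass the count filter of the edgeR test in the *Δcra1* strain, with 10, 16 and 23 counts and 3, 8 and 7 counts.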

In addition to the glycolytic and fermentative pathway genes mentioned above, several other genes were also found to be upregulated in the *CRA1* overexpression strain. Of these, the genes responsible for thiamine biosynthesis (*THI20, THI4, THI11*) were upregulated in the *CRA1* overexpression strain (and downregulated in the *Δcra1* strain) compared to the control. 

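Among 1986 genes tested between the overexpression strain and the control, 142 were called higher and 16 lower. In 748 of the tested genes, or 37.7%, the 3 libraries of one strain all lay above those of the other, where chance gives 10%. The number of genes called depended on single libraries, from 44 without control replicate 2 to 574 without overexpression replicate 2. By fitted log_2_ fold change, the rises ranked highest among called genes whose libraries did not overlap were those of *BRF1* (PP7435_Chr2-0904), *MDS3* (PP7435_Chr4-1642) and *NNK1* (PP7435_Chr1-1098). *BRF1* had 3, 5 and 2 counts in the control and 433, 302 and 370 in the overexpression libraries, a log_2_ fold change of 6.43 (standard error 0.25, adjusted p = 4.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MDS3* rose by 5.61 on the log_2_ scale (standard error 0.49, adjusted p = 0.00031 from the same edgeR test, and up to 0.13 across the alternatives tried). It had 3, 6 and 0 counts in the control libraries. The log_2_ fold change was 4.98 without control replicate 3 and 6.46 without control replicate 2. *NNK1* had 0, 0 and 1 counts in the control, and was at least 5.28-fold higher in the overexpression strain, a bound that leaves its rank uncertain. The falls ranked highest in the same way were those of *HOT1* (PP7435_Chr1-0459), which was at least 5.58-fold lower and whose rank is uncertain too, and of PP7435_Chr1-2269 and PP7435_Chr4-0981, with log_2_ fold changes of −2.78 and −2.44. PP7435_Chr1-2269 had 228, 247 and 226 counts in the control, 46, 40 and 39 in the overexpression strain, and 69, 74 and 46 in the *Δcra1* strain.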

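*THI20* (PP7435_Chr3-0342) and *THI4* (PP7435_Chr3-0552) were called higher in the overexpression strain, and *THI11* (PP7435_Chr4-0952) was not. The log_2_ fold changes of *THI20* and *THI4* were 2.15 (standard error 0.43, adjusted p = 0.017) and 2.16 (standard error 0.48, adjusted p = 0.028) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. That of *THI11* was 1.70 (standard error 0.49, adjusted p = 0.060 from the same edgeR test, over a range of 0.00093 to 0.32 across the alternatives tried). Adjusted over the list alone, all 3 genes were called, although the study chose the list on these libraries. *THI11* had 75, 53 and 60 counts in the control and 567, 83 and 182 counts in overexpression replicates 1, 2 and 3. None of the 3 genes was called when any single control library was left out, and each time all 3 had an unadjusted p under 0.05. With the covariate for the differences between replicates, 1 of the 3 was called and the log_2_ fold change of *THI11* was 0.35. In the *Δcra1* strain all 3 were called lower, with log_2_ fold changes of −2.04 for *THI20*, −1.55 for *THI4* and −1.94 for *THI11*.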

*THI7* was downregulated in the *Δcra1* strain in comparison to the control in addition to the downregulated thiamine genes mentioned above. 

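*THI7* (PP7435_Chr3-0551), which the paper's table describes as a thiamine transporter of the plasma membrane, had 26, 38 and 35 counts in the control and 10, 15 and 14 counts in the *Δcra1* libraries. The log_2_ fold change was −2.38 (standard error 0.31, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the overexpression strain it was 0.85 and not called (adjusted p = 0.081 from the same edgeR test). Taken with *THI20*, *THI4* and *THI11*, the 4 thiamine genes were lower as a set in the *Δcra1* strain and higher as a set in the overexpression strain (camera, adjusted p = 0.00065 and 0.0068). Both sets passed 0.05 under fry as well (adjusted p = 0.0011 and 0.030), and neither did with an estimated correlation. The paper named these genes from the same libraries, so the set tests are not independent evidence.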

As thiamine is required for several enzymes of the central carbon metabolism like pyruvate decarboxylase, pyruvate dehydrogenase or transketolase, increased transcript levels of thiamine biosynthesis genes were expected. In *S. cerevisiae*, disruption of *THI2* and *THI3* was shown to impair pyruvate decarboxylase activity, enhancing pyruvate production and decreasing ethanol formation^29^. In this yeast, *PDC* and thiamine biosynthesis genes are linked by a common transcriptional activator, Pdc2^30^. Up to now, no homolog of *PDC2* was identified in *K. phaffii*, but it is interesting that a convergent co-regulation by a Gal4*-*like TF is present.

## Discussion

When we analyzed the promoter sequences of the glycolytic genes in *K. phaffii*, putative binding sites of a Gal4-like TF were found^24^. *K. phaffii* does not possess a galactose metabolism^31^, therefore it is obvious that this TF is not involved in galactose utilization. As the previous gene designation (*GAL4*) was solely based on its sequence similarity to the ortholog in *S. cerevisiae*, we attributed a new short name to the gene PP7435_Chr1-1522 as *CRA1* to avoid any confusion related to the different roles of this gene in *K. phaffii* and *S. cerevisiae*, respectively. *K. phaffii* is a canonical Crabtree-negative yeast and its glucose uptake capacity is limited^13^. However, the overexpression of *CRA1* resulted in a significant increase in glucose uptake rate and ethanol yield compared to the control strain (Fig. 1 and Table 1). Given the fact that the specific glucose uptake rate of a *Δcra1* strain was 2.2-fold lower compared to the control strain, it appears that *CRA1* has a regulatory role in glucose metabolism of *K. phaffii*. Indeed, the *CRA1* overexpression strain was classified as a Crabtree-positive yeast contrary to the control strain (Fig. 4). Both short- and long-term Crabtree phenotypes were triggered in the *CRA1* overexpression strain (Figs 2–3) indicating an overflow of the glycolytic flux due to the overexpression of *CRA1*. Upregulation of the glycolytic genes and an increase in glucose uptake rate resulted in higher glycolytic flux towards lower glycolysis, obviously causing an imbalance between respiration and biomass formation (Fig. 5). This higher and imbalanced glycolytic flux then caused an overflow metabolism which led to an increased flux through the fermentative pathway, *i.e*. ethanol production which is a typical phenotype for the majority of the respiro-fermenting yeasts including species from *Saccharomyces*, *Kluyveromyces, Lachancea, Torulaspora, Zygotorulaspora*^8^.

Several evolutionary mechanisms have been proposed to understand how the Crabtree phenotype emerged. The Crabtree effect arose several times in yeast evolution^16,19^. In the *Saccharomyces* lineage, the extent of the Crabtree effect in each species relates to its position in the phylogenetic tree^9^. A whole genome duplication (WGD) event approximately 100 mya ago^13^ and a global rewiring of the rapid growth elements^11,13^ that changed the regulation of genes associated with respiration and rapid growth, are the major evolutionary steps that contributed to the ability of ethanol production. It has been suggested that the Crabtree effect originated approximately 125 mya with the horizontal transfer of the *URA1* gene which enabled yeasts to grow anaerobically after the loss of respiratory chain complex I^14,17^. However, our data suggest that deregulation of a single transcription factor can lead to the invention of the Crabtree effect, without the requirement of anaerobic growth or loss of respiratory chain complex I. This was also suggested as a possible scenario by Dashko and coworkers^9^ based on the data of Hagman et al.^26^ They suggest that the initial evolutionary driving force in sugar-rich environments may have been connected to regular exposure to oxygen-limited niches, so that yeasts developed strengthened glycolytic and fermentation pathways for anaerobic growth. This may have been the later basis for the development of aerobic fermentation. Previously we showed that in hypoxic conditions the fermentative pathway is switched on in *K. phaffii*, and glycolysis is upregulated^21^. This means, *K. phaffii* ferments with higher glycolytic flux and higher glucose uptake rates in oxygen limitation, but not in aerobic conditions. By overexpression of *CRA1*, the joint regulation of glycolysis and fermentation leads to the Crabtree positive phenotype, without the need of any other mutation such as the change of *URA1* or the loss of respiratory complex I. This suggests that aerobic fermentation may have occurred very early in yeast evolution, even before anaerobic growth was fully established.

Dashko and coworkers^9^ also pointed out the role of hexose transporters in glucose utilization and argue that multiplication of hexose transporters could be one of the molecular backgrounds for the increased glucose consumption ability. Interestingly, the hexose transporter genes were not upregulated by *CRA1* overexpression indicating that the increase in the glucose uptake rate is driven by the enhanced glycolytic flux rather than the upregulation of hexose transporter genes. 

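The paper's text names no hexose transporter gene. By symbol or description, the tables used here name 1 such gene, *HGT2* (PP7435_Chr3-1219). It is described there as a high-affinity glucose sensor or transporter that might be the analog of *S. cerevisiae* *RGT2*. Whether it transports glucose is therefore open. Names are given only to genes past the paper's cutoffs in at least 1 comparison, so other members of the family are not analysed here. *HGT2* had 3, 0 and 1 counts in the control and 4 counts in each overexpression library, too few for the test. Without the filter on low counts its adjusted p was 0.60 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over a range of 0.32 to 0.60 across the alternatives that gave one), so that a change was not detectable at this depth. With *CRA1* deleted, *HGT2* had 52, 29 and 37 counts and was at least 5.93-fold higher than in the control.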

We calculated the kinetic parameters, *K*_m_ and *V*_max_, and a two-tailed Student’s *t*-test showed that there is no statistically significant difference (*p*-value = 0.68) between the *K*_m_ values of the control (*K*_m_ = 14.1 ± 3.8 mM) and the *CRA1* overexpression strain (*K*_m_ = 12.8 ± 3.3 mM). *V*_max_ values, however, differed significantly (control: 0.85 g g^−1^ h^−1^, *CRA1* overexpression: 1.49 g^−1^ h^−1^ h, *p*-value = 0.002).

According to Martchenko et al.^32^ Gal4 was recruited (together with Mig1) late in ascomycete yeast evolution to regulate the Leloir pathway for galactose utilization. In yeasts that originate from ancestors prior to this transition, such as *C. albicans*, *Debaryomyces hansenii*, or *Schizosaccharomyces pombe*, the Leloir pathway genes are controlled by Cph1. *K. lactis* and *Naumovozyma castellii* (syn. *Saccharomyces castellii*) appear to mark the transition, having both Gal4 and Mig1 as well as Cph1 binding sites in the Gal gene promoters, while later in evolution, *Saccharomyces* species have lost Cph1 binding sites. Deletion of the *GAL4*-like gene in *C. albicans* indicated that it is involved in regulation of glycolysis^32,33^. *GAL4* of *S. cerevisiae* is regulated at the transcriptional level and by the accessory proteins Gal80 and Gal3. *K. phaffii* and other Crabtree-negative yeasts do not possess homologs of Gal80 and Gal3^34^. In *K. phaffii* the *CRA1* gene is transcriptionally upregulated in glucose surplus^35^ and under severe glucose limitation, when compared to limited but reasonably good supply with glucose like in the chemostat^36,37^.

We analyzed glycolytic and *GAL* gene promoters of *S. cerevisiae*, *Kazachstania naganishii*, *N. castellii,* *Zygosaccharomyces rouxii*, *L. kluyveri*, *Eremothecium gossypii* (syn. *Ashbya gossypii*), *K. lactis, C. albicans, Sugiyamaella lignohabitans, D. hansenii, Y. lipolytica*, and *Ogataea parapolymorpha* for the presence of Gal4 binding sites (Supplementary Table 3). A high number of Gal4 binding sites (around 20–30 in total) in promoters of glycolytic genes were found in *K. phaffii, E. gossypii, D. hansenii, K. naganishii, S. lignohabitans, O. parapolymorpha,* and *C. albicans*, while the other yeast genomes contain lower numbers of binding sites in glycolytic gene promoters. *K. naganashii* and *Z. rouxii* apparently mark transitions with similar, rather high numbers of binding sites in both pathways. With these two exceptions, a high number of Gal4 binding sites in galactose utilization gene promoters correlates with a decreased number in glycolytic promoters, supporting the general hypothesis that during evolution Gal4 switched its function from a generalist TF regulating the central carbon metabolism to a specialist TF responsible for the galactose metabolism^34^. We overexpressed the native *CRA1* homolog (annotated as *GAL4*) in *S. lignohabitans* to test whether it acts as a generalist TF on the central carbon metabolism in this yeast as well. Indeed, overexpression of *GAL4* resulted in a 1.3-fold increase in specific glucose uptake rate and a 1.5-fold increase in specific glycerol production rate, respectively (Supplementary Table 4). Glycerol is a by-product of the central carbon metabolism, produced to sustain the redox balance similar to ethanol. These data support the hypothesis that the Gal4 ortholog acts as a generalist TF of glucose metabolism in Crabtree-negative yeasts.

Up to now, the evolution of the Crabtree phenotype has been linked to several complex genetic and metabolic changes i.e. whole genome duplication, loss of respiratory complex I, and rewiring of the transcriptional network. Here we show that a single transcription factor controls glycolysis and fermentation of the Crabtree-negative yeast *K. phaffii*. Its overexpression is sufficient to convert *K. phaffii* to a Crabtree-positive yeast, indicating that a single mutation may have been sufficient as a first evolutionary event towards respiro-fermentative metabolism. Apart from shedding new light on the evolution of the Crabtree effect in yeasts, this novel *K. phaffii* strain may serve as a better model to study the Warburg effect of cancer cells.

## Methods

### Strains

All strains were derived from the parental strain *Komagataella phaffii* CBS7435. *CRA1* overexpression strains were constructed by using Golden*Pi*CS^38^. The *Δcra1* strain was obtained by the split marker cassette method^39^. 

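The count tables hold the sequence of the eGFP reporter, which was driven by the *GAP* promoter in all 3 strains that were sequenced. Its transcript had 39, 26 and 45 counts in the control libraries, 218, 72 and 133 in the overexpression libraries and 27, 14 and 13 in the *Δcra1* libraries. The log_2_ fold change of egfp was 1.57 in the overexpression strain (standard error 0.31, adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *Δcra1* strain it was −2.07 (standard error 0.30, adjusted p = 1.3e-06 from the same edgeR test). The call in the overexpression strain was lost without control replicate 1, control replicate 2 or overexpression replicate 3, each left out in turn (adjusted p = 0.067, 0.10 and 0.053 from the same edgeR test). It was also lost with limma on log_2_(TPM + 1) and on log_2_(TPM + 0.1) (limma adjusted p = 0.12 and 0.13) and when tested against a fold change of 1.5 (glmTreat adjusted p = 0.056).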

In part of the strains the eGFP gene (under control of the glyceraldehyde-3-phosphate dehydrogenase promoter (P_*GAP*_)) was used as a reporter of *CRA1* based induction of glycolytic genes. These strains were used in RNASeq and ^13^C metabolic flux analysis. In all the transformations, at least 3 random transformants were selected as biological replicates for further shake flask experiments to minimize the risk of accidental spurious mutations that could cause phenotypic changes. We also used two different background strains to overexpress *CRA1* (Table 2) which resulted in the same phenotypic changes. One representative transformant was used for RNASeq and ^13^C metabolic flux analysis. Two different biological replicates for each strain were used in chemostat cultures.

**Table 2:** *K. phaffii* strains used in the study

Referred in the manuscript as	Strain	Used in	Reference
Control strain	*K. phaffii* P_*9*_::egfp	RNASeq, Flux analysis	Ata et al.^24^
*CRA1* overexpression	*K. phaffii* P_*9*_::egfp-*CRA1-*OE	RNASeq, Flux analysis	Ata et al.^24^
*CRA1* knock-out	*K. phaffii* P_*9*_::egfp Δ*cra1*	RNASeq, Flux analysis	Ata et al.^24^
*CRA1* overexpression	*K. phaffii CRA1* overexpression	Chemostats for short- and long-term Crabtree phenotype	This study
Control strain	*K. phaffii* – vector control	Chemostats for short- and long-term Crabtree phenotype	This study

A BLAST analysis was performed to identify the putative *GAL4* ortholog of *S. lignohabitans* (NCBI RefSeq Accession Number: XP_018737608.1 [https://www.ncbi.nlm.nih.gov/protein/XP_018737608.1/]). After PCR amplification from *S. lignohabitans* strain CBS10342 the gene was cloned into an integration vector under control of P_*GAP*_ of *S. lignohabitans* and transformed into the same strain^40^.

### Shake flask cultivations

All shake flask experiments were performed in 200 mL wide neck shake flasks with 20 mL M2 medium containing (g L^−1^) 5 glucose, 3.15 (NH_4_)_2_HPO_4_; 0.49 MgSO_4_.7H_2_O; 0.8 KCl; 0.0268 CaCl_2_.2H_2_O; 22 citric acid monohydrate; 1.47 mL PTM; 2 mL biotin (0.2 g L^−1^). Cells grown in YP medium for 24–26 h were washed and transferred into M2 medium. Samples were collected during the exponential growth phase for the characterization of the strains (in duplicates), calculation of the kinetic parameters (*V*_max_ and *K*_m_) of the glucose transporters (in triplicates), ^13^C metabolic flux analysis (in triplicates) and RNASeq analysis (in triplicates).

### Chemostat cultivations for long-term and short-term Crabtree effect

All chemostat cultivations were performed in duplicate in DASGIP (Jülich, Germany) bioreactors with a working volume of 1 L. pH was controlled at 5.00 with 12.5% ammonia solution. Dissolved oxygen concentration was kept above 30% with a constant airflow of 16 L h^−1^. One mL cryostock of *K. phaffii* strains were inoculated into 100 mL of YPG medium (g L^−1^: 10 yeast extract, 20 soy-peptone, 20 glycerol) including 25 μg L^−1^ Zeocin as preculture and incubated at 25 °C and 180 rpm for approximately 24 h. This culture was inoculated to the bioreactor with an OD_600_ of 0.3 to initiate batch cultivation. Batch medium included (g L^−1^) 2 citrate monohydrate, 12.6 (NH_4_)_2_HPO_4_, 0.5 MgSO_4_.7H_2_O, 0.9 KCl, 0.022 CaCl_2_.2H_2_O, 4.6 mL PTM, 2 ml biotin (0.2 g L^−1^). 10 g L^−1^ and 7.2 g L^−1^ glycerol was added to the batch medium for the investigation of long-term and short-term Crabtree effects, respectively. PTM stock solution contained (g L^−1^) 6.0 CuSO_4_∙5H_2_O, 0.08 NaI, 3.36 MnSO_4_∙H_2_O, 0.2 Na_2_MoO_4_∙2H_2_O, 0.02 H_3_BO_3_, 0.82 CoCl_2_, 20.0 ZnCl_2_, 65.0 FeSO_4_∙7H_2_O and 5.0 mL H_2_SO_4_ (95%–98%). Following the batch end, chemostat cultivation was started.

Investigation of the short-term Crabtree effect of the *K. phaffii* control and overexpression strains was performed in 700 mL medium at 25 °C with a similar experimental design made by Hagman and coworkers^25^. Cells were grown in chemostat cultivation at *D* = 0.1 h^−1^ at fully respiring conditions. After five residence times until steady state was achieved, a glucose pulse was applied to the cultures to a final concentration of 9–11 g L^−1^ (*t* = 0 min) and samples were taken every 20 min. Chemostat medium contained (g L^−1^) 0.36 citrate monohydrate, 7.92 glucose monohydrate, 3.13 (NH_4_)_2_HPO_4_, 0.14 MgSO_4_.7H_2_O, 0.36 KCl, 0.005 CaCl_2_.2H_2_O, 0.35 ml PTM, 0.29 biotin (0.2 g L^−1^). Batch and chemostat cultivations for *S. cerevisiae* CEN.PK113-5D and *K. marxianus* CBS712 were performed in the same chemostat medium but supplemented with vitamin solutions: (mg L^−1^) 0.04 biotin, 0.72 calcium pantothenate, 0.72 nicotinic acid, 18.0 myo-inositol, 0.72 thiamine HCl, 0.72 pyridoxine, 0.14 para-aminobenzoic acid. Additionally, uracil with a concentration of 54 mg L^−1^ was used for cultivation of uracil auxotrophic *S. cerevisiae* CEN.PK113-5D.

Evaluation of the long-term Crabtree effect of the strains was carried out in 350 mL medium at 30 °C in fully respiring conditions. Chemostat cultivation was started with a dilution rate (*D*) 0.1 h^−1^ and increased incrementally until ethanol formation set in and increased further until cells were washed out. Samples were collected for each dilution rate after five residence times when steady state was reached. Chemostat medium contained (g L^−1^) 0.5 citrate monohydrate, 11.0 glucose monohydrate, 4.35 (NH_4_)_2_HPO_4_, 0.2 MgSO_4_.7H_2_O, 0.5 KCl, 0.007 CaCl_2_.2H_2_O, 0.48 mL PTM, 0.4 mL biotin (0.2 g L^−1^).

### Analysis of bioreactor samples

For determination of dry cell weight (DCW), culture broth was centrifuged; pellets were washed with distilled water and dried for 24 h at 100 °C in preweighed glass tubes. Harvested supernatants were used for measurement of extracellular metabolites, and their concentrations were quantified by HPLC analysis^41^. Specific growth rates, glucose uptake rates and metabolite secretion rates were calculated based on the HPLC measurements. CO_2_ evolution rates (CER) and O_2_ utilization rates (OUR) were calculated by using an off-gas analyzer.

### ^13^C metabolic flux analysis

Culture broth (corresponding approximately to 15–20 mg total dry biomass) was mixed with 60% (v/v) cold methanol (< −20 °C) for quenching and filtered immediately^42^. Metabolites were extracted using boiling ethanol extraction^43^.

^13^C labeling patterns of intracellular metabolites were analyzed by GC-QTOFMS^44^. Specific growth, glucose uptake and metabolite secretion rates were calculated during the exponential growth phase. Biomass composition of the control, overexpression and knock-out strains were assumed to be similar to those determined previously by Carnicer and coworkers^45^.

The stoichiometric model (Supplementary Table 5) used for the calculation of intracellular fluxes was based on a previously published model of *K. phaffii* central carbon metabolism^46^. OpenFLUX with default settings was used for flux calculation applying the gradient based search algorithm for sensitivity analysis by a Monte Carlo algorithm^47^. Mass distribution values and sensitivity analysis results are provided in Supplementary Table 6. All calculations were done with MATLAB (R2013a, The MathWorks, Inc., Natick, Massachusetts, USA).

### RNASeq analysis

Pellets from the samples collected during the exponential growth phase were resuspended in 1 mL TRI Reagent (*Sigma*, USA). Cells were disrupted by glass beads using a ribolyser (*MP Biomedicals*, USA) for 40 s at 5.5 ms^-1^. RNA was extracted by chloroform and precipitated with isopropanol. After washing twice with 75% ethanol, RNA was dissolved in nuclease-free water. After DNase treatment (*Invitrogen*, USA), concentration of RNA was measured by Nanodrop and quality of the samples was verified with the Agilent Bioanalyzer 2100 using the RNA 6000 Nano Assay kit (Agilent Technologies, California, USA). RNA sequencing was performed with poly(A)-enriched mRNAs at Vienna Biocenter Core Facilities GmbH (AT). cDNA libraries were constructed from these poly(A)-enriched mRNAs and sequenced by Illumina HiSeq v4.

### Processing of the RNASeq data

The resulting unsorted and unaligned BAM files where sorted with samtools sort v1.5, followed by conversion and splitting into paired-end FASTQ files by using picard tools v2.17.3-3-g3bf7fdc-SNAPSHOT SamToFastq (https://broadinstitute.github.io/picard/). Subsequently the files where trimmed and quality checked using TrimGalore v0.4.2 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with default parameters. As preparation for the count quantification a transcript index was created using the latest *K. phaffii* CBS7435 annotation (FR839628.1, FR839629.1, FR839630.1, FR839631.1, FR839632.1; October 2016) and the kallisto v0.43.0^48^ subprogram index. Annotations of the genes were based on the recent curation by Valli *et al.*^49^ which included 5325 open reading frames and 16 mitochondrial genes. Afterwards the read count for each sample was determined using kallisto subprogram quant^50^. For differential expression analysis^51^ with R (http://www.R-project.org/) the packages tximport and tximportData^52^, readr (https://CRAN.R-project.org/package=readr) and DESeq2 (https://rdrr.io/bioc/DESeq2)^53–55^ were used for each comparison. Based on the determination of the differential expression by using DESeq2 some fold-change or *p*-values are not displayed (represented as NA). This result can occur in three cases: Firstly, if all samples of a row have zero counts, secondly, if a sample denotes an extreme count outlier (detected by Cook’s distance) and finally a sample row is excluded by automated filtering for having a low mean normalized count^54^. Visualization of the expression analysis results was also carried out with R. Cutoff criteria were a minimum fold-change of 2 and an adjusted *p*-value lower than 0.05 (Supplementary Data 1).

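The same fold change and adjusted p-value cutoffs were applied to the edgeR tests. Between the *Δcra1* strain and the control, 2392 genes were tested, of which 313 were called higher and 204 lower. Between the overexpression and the *Δcra1* strains, 3071 genes were tested, of which 301 were called higher and 174 lower in the overexpression strain. With a minimum mean of 50 counts, 114 and 147 genes were called. An adjusted p under 0.05 alone gave 936 genes in the deletion comparison. Without overexpression replicate 2, 775 genes were called between the overexpression and the *Δcra1* strains. In the deletion comparison, the rises ranked highest by fitted log_2_ fold change among called genes whose libraries did not overlap were those of the Kanamycin sequence, at least 249-fold, *VTS1* (PP7435_Chr1-1486), at least 35.2-fold, and PP7435_Chr2-0908, at least 5.88-fold, which leaves the rank of the last uncertain. Apart from *CRA1*, the falls ranked highest were those of *PRP2* (PP7435_Chr3-0712), with a log_2_ fold change of −6.27, and PP7435_Chr4-0289, at −5.17. The latter had 1, 1 and 10 counts in the *Δcra1* libraries, and its log_2_ fold change was −6.89 without *Δcra1* replicate 3 and −4.70 without *Δcra1* replicate 1. PP7435_Chr4-0289 was called higher in the overexpression strain, at 2.56.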

### Characterization of glucose transport kinetics

*V*_max_ and *K*_m_ values of the glucose transporters of the control and *CRA1* overexpression strains were determined based on Michaelis-Menten kinetics. Specific glucose consumption rates were calculated by using M2 medium with different initial glucose concentrations, i.e. 2.5, 5.0, 10.0, and 20 g L^−1^. Samples were collected during the exponential growth phase. Residual glucose and biomass concentrations were measured to calculate the specific glucose uptake rates. A Lineweaver-Burk plot was used to dissect the Michaelis-Menten equation and determine the kinetic parameters.

### Promoter sequence analysis

Putative Gal4 transcription factor binding sites in the promoter sequences of the glycolytic and galactose metabolism genes of 13 yeast species were analyzed by MatInspector release 8.4.1 within the Genomatix Suite^56^ by using the Matrix Family Library Version 11.0 for fungi. Default settings were left unchanged and matching scores higher than 0.75 were considered. Only positions with a predicted binding site on both DNA strands were considered as true matches. 1000 bp upstream of the genes were considered as the promoter sequences and sequences were retrieved from Genome Resources for Yeast Chromosomes (GRYC), National Center for Biotechnology Information (NCBI) and www.pichiagenome.org.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw data of the RNASeq analysis was deposited to the NCBI Gene Expression Omnibus (GEO) repository under accession number [GSE110624]. All other data are available upon reasonable request from the corresponding author (DM).

## References

[1] Warburg O, B., Wind F, Negelein N (1927). The metabolism of tumors in the body. J. Gen. Physiol..

[2] Peeters K (2017). Fructose-1,6-bisphosphate couples glycolytic flux to activation of Ras. Nat. Commun..

[3] Shulman RG, Rothman DL (2015). Homeostasis and the glycogen shunt explains aerobic ethanol production in yeast. Proc. Natl Acad. Sci. USA.

[4] Tosato V (2013). Warburg effect and translocation-induced genomic instability: two yeast models for cancer cells. Front. Oncol..

[5] Diaz-Ruiz R, Rigoulet M, Devin A (2011). The Warburg and Crabtree effects: On the origin of cancer cell energy metabolism and of yeast glucose repression. Biochim. Biophys. Acta.

[6] Diaz-Ruiz R, Uribe-Carvajal S, Devin A, Rigoulet M (2009). Tumor cell energy metabolism and its common features with yeast metabolism. Biochim. Biophys. Acta.

[7] De Deken R (1966). The Crabtree effects: a regulatory system in yeast. J. Gen. Microbiol..

[8] Hagman A, Piškur J (2015). A study on the fundamental mechanism and the evolutionary driving forces behind aerobic fermentation in yeast. PLoS One.

[9] Dashko S, Zhou N, Compagno C, Piškur J (2014). Why, when, and how did yeast evolve alcoholic fermentation?. Fems. Yeast. Res..

[10] Pfeiffer T, Morley A (2014). An evolutionary perspective on the Crabtree effect. Front. Mol. Biosci..

[11] Piškur J, Rozpedowska E, Polakova S, Merico A, Compagno C (2006). How did *Saccharomyces* evolve to become a good brewer?. Trends Genet..

[12] Conant GC, Wolfe KH (2007). Increased glycolytic flux as an outcome of whole-genome duplication in yeast. Mol. Syst. Biol..

[13] Wolfe KH, Shields DC (1997). Molecular evidence for an ancient duplication of the entire yeast genome. Nature.

[14] Gojković Z (2004). Horizontal gene transfer promoted evolution of the ability to propagate under anaerobic conditions in yeasts. Mol. Genet. Genom..

[15] Ihmels J (2005). Rewiring of the yeast transcriptional network through the evolution of motif usage. Science.

[16] Rozpędowska E (2011). Parallel evolution of the make-accumulate-consume strategy in *Saccharomyces* and *Dekkera* yeasts. Nat. Commun..

[17] Marcet-Houben M, Marceddu G, Gabaldán T (2009). Phylogenomics of the oxidative phosphorylation in fungi reveals extensive gene duplication followed by functional divergence. BMC Evol. Biol..

[18] Lin Z, Li WH (2011). Expansion of hexose transporter genes was associated with the evolution of aerobic fermentation in yeasts. Mol. Biol. Evol..

[19] Lin Z, Li WH (2011). The Evolution of aerobic fermentation in *Schizosaccharomyces pombe* was associated with regulatory reprogramming but not nucleosome reorganization. Mol. Biol. Evol..

[20] Mattanovich D (2009). Genome, secretome and glucose transport highlight unique features of the protein production host *Pichia pastoris*. Microb. Cell. Fact..

[21] Baumann K (2011). The impact of oxygen on the transcriptome of recombinant *S. cerevisiae* and *P. pastoris* - a comparative analysis. BMC Genom..

[22] Maurer M, Kühleitner M, Gasser B, Mattanovich D (2006). Versatile modeling and optimization of fed batch processes for the production of secreted heterologous proteins with *Pichia pastoris*. Microb. Cell. Fact..

[23] Otterstedt K (2004). Switching the mode of metabolism in the yeast *Saccharomyces cerevisiae*. EMBO Rep..

[24] Ata Ouml, Prielhofer R, Gasser B, Mattanovich D, Çalık P (2017). Transcriptional engineering of the glyceraldehyde-3-phosphate dehydrogenase promoter for improved heterologous protein production in *Pichia pastoris*. Biotechnol. Bioeng..

[25] Hagman A, Säll T, Piškur J (2014). Analysis of the yeast short-term Crabtree effect and its origin. Febs. J..

[26] Hagman A, Säll T, Compagno C, Piškur J (2013). Yeast ‘Make-Accumulate-Consume’ Life Strategy Evolved as a Multi-Step Process That Predates the Whole Genome Duplication. PLoS One.

[27] Frick O, Wittmann C (2005). Characterization of the metabolic shift between oxidative and fermentative growth in *Saccharomyces cerevisiae* by comparative ^13^C flux analysis. Microb. Cell. Fact..

[28] Vemuri GN, Eiteman MA, McEwen JE, Olsson L, Nielsen J (2007). Increasing NADH oxidation reduces overflow metabolism in *Saccharomyces cerevisiae*. Proc. Natl. Acad. Sci. USA.

[29] Xu G, Hua Q, Duan N, Liu L, Chen J (2012). Regulation of thiamine synthesis in *Saccharomyces cerevisiae* for improved pyruvate production. Yeast.

[30] Nosaka K (2006). Recent progress in understanding thiamin biosynthesis and its genetic regulation in *Saccharomyces cerevisiae*. Appl. Microbiol. Biotechnol..

[31] Kurtzman CP (2005). Description of *Komagataella phaffii* sp. nov. and the transfer of *Pichia pseudopastoris* to the methylotrophic yeast genus *Komagataella*. Int. J. Syst. Evol. Microbiol..

[32] Martchenko M, Levitin A, Hogues H, Nantel A, Whiteway M (2007). Transcriptional rewiring of fungal galactose-metabolism circuitry. Curr. Biol..

[33] Askew C (2009). Transcriptional regulation of carbohydrate metabolism in the human pathogen *Candida albicans*. PLoS. Pathog..

[34] Choudhury BI, Whiteway M (2018). Evolutionary transition of GAL regulatory circuit from generalist to specialist function in ascomycetes. Trends Microbiol..

[35] Prielhofer R (2015). *Pichia pastoris* regulates its gene-specific response to different carbon sources at the transcriptional, rather than the translational, level. BMC Genom..

[36] Rebnegger C (2014). *Pichia pastoris*, growth rate regulates protein synthesis and secretion, mating and stress response. Biotechnol. J..

[37] Rebnegger C (2016). *Pichia pastoris* exhibits high viability and a low maintenance energy requirement at near-zero specific growth rates. Appl. Environ. Microbiol..

[38] Prielhofer R (2017). Golden*Pi*CS: a Golden Gate-derived modular cloning system for applied synthetic biology in the yeast *Pichia pastoris*. BMC Syst. Biol..

[39] Heiss S, Maurer M, Hahn R, Mattanovich D, Gasser B (2013). Identification and deletion of the major secreted protein of *Pichia pastoris*. Appl. Microbiol. Biotechnol..

[40] Bellasio M (2016). Complete genome sequence and transcriptome regulation of the pentose utilizing yeast *Sugiyamaella lignohabitans*. Fems. Yeast. Res..

[41] Pflügl S, Marx H, Mattanovich D, Sauer M (2012). 1,3-Propanediol production from glycerol with *Lactobacillus diolivorans*. Bioresour. Technol..

[42] Russmayer H (2015). Metabolomics sampling of *Pichia pastoris* revisited: rapid filtration prevents metabolite loss during quenching. Fems. Yeast. Res..

[43] Neubauer S (2012). U ^13^C cell extract of *Pichia pastoris* - a powerful tool for evaluation of sample preparation in metabolomics. J. Sep. Sci..

[44] Mairinger T (2015). Gas chromatography-quadrupole time-of-flight mass spectrometry-based determination of isotopologue and tandem mass isotopomer fractions of primary metabolites for ^13^C-metabolic flux analysis. Anal. Chem..

[45] Carnicer M (2009). Macromolecular and elemental composition analysis and extracellular metabolite balances of *Pichia pastoris* growing at different oxygen levels. Microb. Cell. Fact..

[46] Baumann K (2010). A multi-level study of recombinant *Pichia pastoris* in different oxygen conditions. BMC Syst. Biol..

[47] Quek LE, Wittmann C, Nielsen LK, Krömer JO (2009). OpenFLUX: Efficient modelling software for ^13^C-based metabolic flux analysis. Microb. Cell. Fact..

[48] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[49] Valli M (2016). Curation of the genome annotation of *Pichia pastoris* (*Komagataella phaffii*) CBS7435 from gene level to protein function. Fems. Yeast. Res..

[50] Bray, N. L., Pimentel, H. Melsted, P. & Pachter L. Near-optimal RNA-Seq quantification. Preprint at: https://arxiv.org/abs/1505.02710 (2015).

[51] Love MI, Anders S, Kim V, Huber W (2015). RNA-Seq workflow: gene-level exploratory analysis and differential expression. F1000Res..

[52] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res..

[53] Huber W (2015). Orchestrating high-throughput genomic analysis with Bioconductor. Nat. Methods.

[54] Gentleman R (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol..

[55] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[56] Cartharius K (2005). MatInspector and beyond: Promoter analysis based on transcription factor binding sites. Bioinformatics.

# Supplementary material for: A single Gal4-like transcription factor activates the Crabtree effect in Komagataella phaffii
**Source:** Nat Commun. 2018 Nov 21;9:4911. doi: 10.1038/s41467-018-07430-4
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **A single Gal4-like transcription factor activates the Crabtree effect in *Komagataella phaffii***

Özge Ata, Corinna Rebnegger, Nadine E. Tatto, Minoska Valli, Teresa Mairinger, Stephan Hann, Matthias  
G. Steiger, Pınar Çalık, Diethard Mattanovich

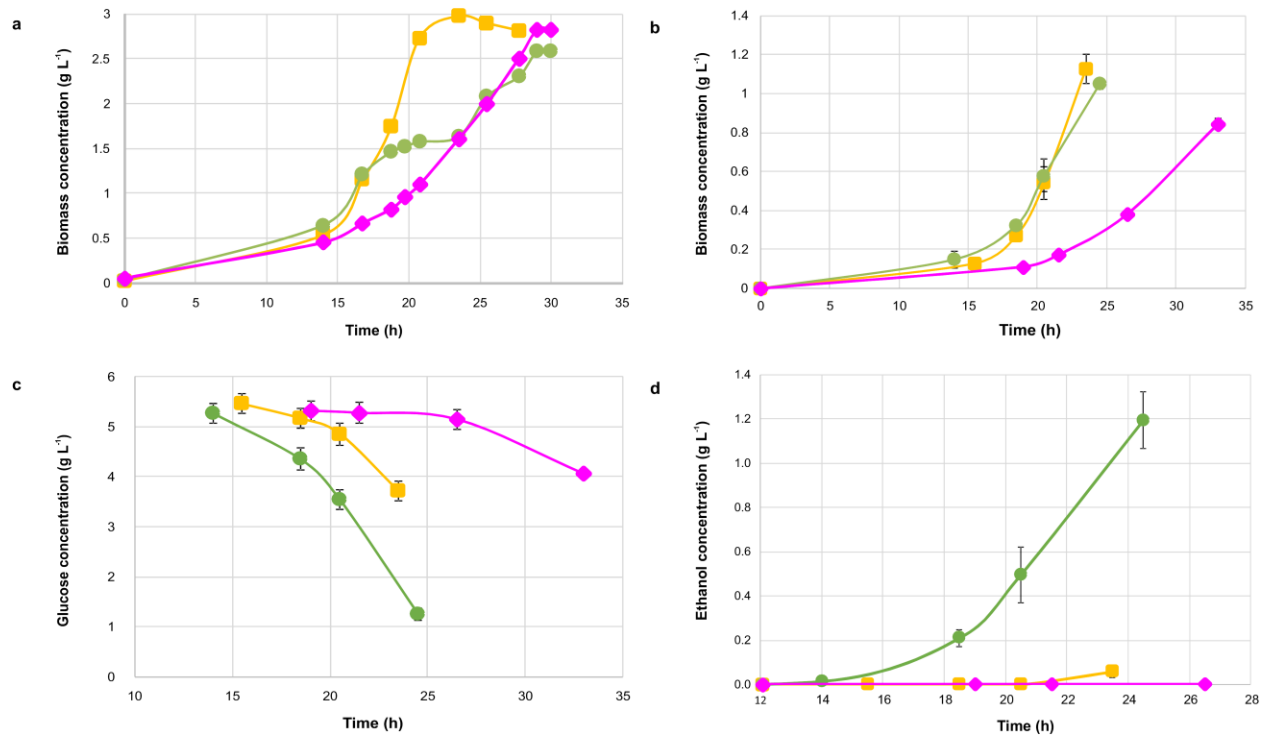

**Supplementary Figure 1. Profiles of biomass dry weight, glucose consumption and ethanol formation in batch cultures.** Control (yellow line-square), *CRA1* (= *PpGAL4*) overexpression (green line-circle), *Δcra1* strains (magenta line-diamond), harbouring eGFP gene under control of the GAP promoter as a reporter of *CRA1* based induction of glycolytic genes. **(a)** biomass dry weight of the strains in batch cultivation until stationary phase is reached. The Cra1 overexpression strain showed a diauxic shift typical for a Crabtree positive yeast. **(b)** biomass dry weight during the exponential phase. **(c)** glucose concentration during the exponential phase. **(d)** ethanol production during the exponential phase. Cells were grown on glucose (5 g L<sup>-1</sup>) in shake flask and samples were collected during the exponential phase. Error bars show the standard deviation (±) of duplicate experiments.

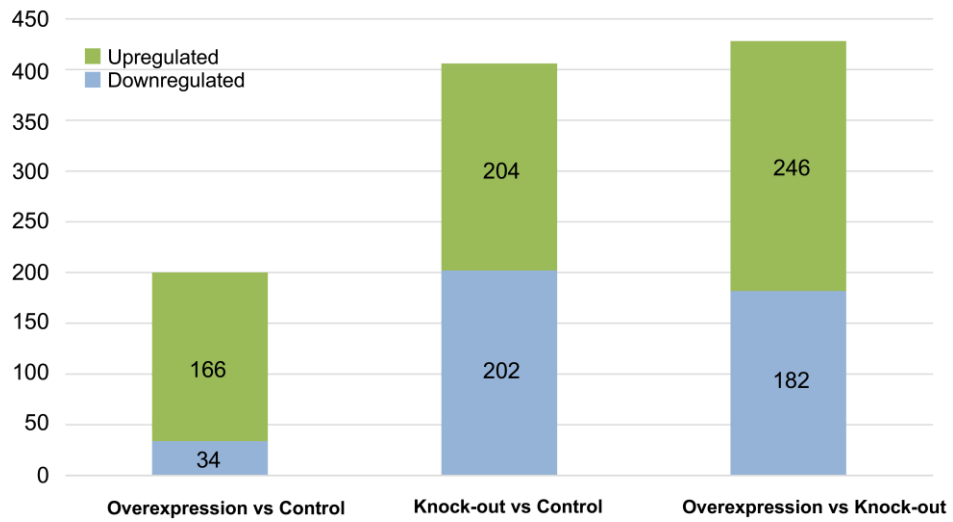

**Supplementary Figure 2. Summary of the total number of regulated genes of each comparison in the RNASeq data.**

**Supplementary Table 1. Analysis of short-term Crabtree phenotype.**

| Strain              | Time [min]      | Biomass [g L <sup>-1</sup> ] | $q_s^a$ [C-mmol g <sup>-1</sup> h <sup>-1</sup> ] | $q_{EtOH}^b$ [C-mmol g <sup>-1</sup> h <sup>-1</sup> ] | OUR <sup>c</sup> [mmol g <sup>-1</sup> h <sup>-1</sup> ] | CER <sup>d</sup> [C-mmol g <sup>-1</sup> h <sup>-1</sup> ] |
|---------------------|-----------------|------------------------------|---------------------------------------------------|--------------------------------------------------------|----------------------------------------------------------|------------------------------------------------------------|
| Control             | SS <sup>e</sup> | 3.68±0.00                    | 6.36±0.14                                         | 0                                                      | 1.81±0.01                                                | 1.48±0.07                                                  |
|                     | 0               | 3.68±0.00                    |                                                   |                                                        | 1.80±0.01                                                | 1.48±0.07                                                  |
|                     | 20              | 3.67±0.24                    | 19.09±0.29                                        | 0                                                      | 2.17±0.24                                                | 2.64±0.22                                                  |
|                     | 40              | 3.92±0.17                    | 15.60±2.37                                        | 0                                                      | 2.16±0.19                                                | 2.57±0.21                                                  |
|                     | 60              | 4.63±0.10                    | 15.79±6.62                                        | 0                                                      | 1.81±0.09                                                | 2.17±0.14                                                  |
|                     | 80              | 4.74±0.14                    | 6.07±6.42                                         | 0                                                      | 2.33±0.44                                                | 2.10±0.10                                                  |
|                     | 100             | 4.24±0.03                    | 12.15±0.54                                        | 0                                                      | 2.56±0.37                                                | 2.35±0.02                                                  |
|                     | 120             | 4.73±0.04                    | 11.23±1.17                                        | 0                                                      | 2.28±0.33                                                | 2.10±0.05                                                  |
| CRA1 overexpression | SS              | 3.64±0.08                    | 6.62±0.01                                         | 0                                                      | 1.69±0.34                                                | 1.48±0.10                                                  |
|                     | 0               | 3.6±0.20                     |                                                   |                                                        | 1.69±0.36                                                | 1.47±0.08                                                  |
|                     | 20              | 3.42±0.20                    | 23.08±1.14                                        | 2.02±0.48                                              | 2.41±0.68                                                | 4.53±0.02                                                  |
|                     | 40              | 3.47±0.21                    | 19.93±2.62                                        | 0.63±0.42                                              | 2.21±0.50                                                | 3.36±0.14                                                  |
|                     | 60              | 3.68±0.34                    | 16.21±3.62                                        | 0.65±0.24                                              | 2.76±0.37                                                | 3.12±0.09                                                  |
|                     | 80              | 4.29±0.52                    | 11.92±1.27                                        | 0.036±0.04                                             | 2.47±0.41                                                | 2.64±0.03                                                  |
|                     | 100             | 4.53±0.10                    | 10.78±0.06                                        | -0.39±0.54                                             | 2.58±0.39                                                | 2.61±0.01                                                  |
|                     | 120             | 4.30±0.62                    | 11.62±0.81                                        | -1.69±0.99                                             | 2.47±0.31                                                | 2.31±0.05                                                  |

<sup>a</sup> Specific glucose consumption rates

<sup>b</sup> Specific ethanol production rates

<sup>c</sup> Oxygen uptake rates

<sup>d</sup> Carbon dioxide evolution rates

<sup>e</sup> SS refers to steady-state ( $D = h^{-1}$ ) before the glucose pulse was applied. ± indicates the standard deviation of duplicate experiments.

**Supplementary Table 2. Analysis of long-term Crabtree phenotype <sup>a</sup>.**

| Strain                 | $D^b$<br>[h <sup>-1</sup> ] | Biomass<br>[g L <sup>-1</sup> ] | $q_s^c$<br>[C-mmol<br>g <sup>-1</sup> h <sup>-1</sup> ] | $q_{EtOH}^d$<br>[C-mmol<br>g <sup>-1</sup> h <sup>-1</sup> ] | OUR <sup>e</sup><br>[mmol<br>g <sup>-1</sup> h <sup>-1</sup> ] | CER <sup>f</sup><br>[C-mmol<br>g <sup>-1</sup> h <sup>-1</sup> ] | $Y_{x/s}^g$<br>[g g <sup>-1</sup> ] |
|------------------------|-----------------------------|---------------------------------|---------------------------------------------------------|--------------------------------------------------------------|----------------------------------------------------------------|------------------------------------------------------------------|-------------------------------------|
| Control                | 0.1                         | 6.11±0.13                       | 5.22±0.21                                               | 0                                                            | 0.74±0.01                                                      | 0.72±0.03                                                        | 0.61±0.01                           |
|                        | 0.15                        | 6.4±0.03                        |                                                         | 0                                                            | 0.95±0.00                                                      | 0.95±0.04                                                        | 0.64±0.00                           |
|                        | 0.2                         | 6.11±0.13                       | 10.44±0.42                                              | 0                                                            | 1.24±0.05                                                      | 1.35±0.01                                                        | 0.61±0.01                           |
|                        | 0.225                       | 5.84±0.17                       | 12.28±0.13                                              | 0                                                            | 1.47±0.01                                                      | 1.58±0.05                                                        | 0.58±0.02                           |
|                        | 0.275                       | 5.8±0.06                        | 15.13±0.46                                              | 0                                                            | 1.70±0.03                                                      | 1.81±0.01                                                        | 0.58±0.01                           |
|                        | 0.3                         | 6.14±0.03                       | 15.58±0.24                                              | 0                                                            | 2.12±0.05                                                      | 2.28±0.12                                                        | 0.55±0.02                           |
|                        | 0.4                         | 5.73±0.30                       | 22.28±0.73                                              | 0                                                            | 2.18±0.34                                                      | 2.31±0.45                                                        | 0.57±0.03                           |
| CRA1<br>overexpression | 0.1                         | 6.32±0.34                       | 4.74±0.03                                               | 0                                                            | 0.90±0.05                                                      | 0.72±0.01                                                        | 0.63±0.03                           |
|                        | 0.15                        | 6.2±0.08                        | 7.25±0.24                                               | 0                                                            | 1.00±0.27                                                      | 1.03±0.00                                                        | 0.62±0.01                           |
|                        | 0.2                         | 6.32±0.34                       | 9.49±0.07                                               | 0                                                            | 1.24±0.26                                                      | 1.38±0.04                                                        | 0.63±0.03                           |
|                        | 0.225                       | 5.81±0.16                       | 11.6±0.23                                               | 0                                                            | 1.49±0.34                                                      | 1.68±0.02                                                        | 0.58±0.02                           |
|                        | 0.275                       | 5.24±0.62                       | 15.8±1.15                                               | 0                                                            | 1.88±0.14                                                      | 2.11±0.21                                                        | 0.52±0.06                           |
|                        | 0.3                         | 2.36±0.62                       | 33.14±4.08                                              | 13.47±2.66                                                   | 2.63±0.48                                                      | 3.94±0.87                                                        | 0.27±0.02                           |

<sup>a</sup> ± indicates the standard deviation of duplicate experiments. <sup>b</sup> Dilution rate

<sup>c</sup> Specific glucose consumption rate

<sup>d</sup> Specific ethanol production rate

<sup>e</sup> Oxygen uptake rate

<sup>f</sup> Carbon dioxide evolution rate

<sup>g</sup> Yield of biomass on substrate

**Supplementary Table 3. Analysis of the glycolytic and galactose metabolism promoters of different yeast species.**

|                                          | POST WGD               |                        |                       | PRE-WGD            |                      |                    |                    |                      |                           |                      |                        |                          |                   |
|------------------------------------------|------------------------|------------------------|-----------------------|--------------------|----------------------|--------------------|--------------------|----------------------|---------------------------|----------------------|------------------------|--------------------------|-------------------|
| Species                                  |                        |                        |                       |                    |                      |                    |                    |                      |                           |                      |                        |                          |                   |
| Promoter <sup>a</sup>                    | <i>S. cerevisiae</i> + | <i>K. naganishii</i> + | <i>N. castellii</i> + | <i>Z. rouxii</i> + | <i>L. kluyveri</i> + | <i>E. gossypii</i> | <i>K. lactis</i> + | <i>C. albicans</i> + | <i>S. lignohabitans</i> + | <i>D. hansenii</i> + | <i>Y. lipolytica</i> * | <i>O. parapolymorpha</i> | <i>K. phaffii</i> |
| Hexokinase                               | 2                      | 2                      | 2                     | 2                  | 4                    | 0                  | 0                  | 0                    | 0                         | 2                    | 0                      | 6                        | 4                 |
| Phosphoglucose isomerase                 | 0                      | 2                      | 2                     | 0                  | 0                    | 0                  | 0                  | 0                    | 4                         | 2                    | 2                      | 2                        | 2                 |
| Phosphofructokinase                      | 0                      | 8                      | 0                     | 0                  | 0                    | 8                  | 0                  | 2                    | 0                         | 4                    | 2                      | 4                        | 2                 |
| Fructose 1,6-bisphosphate aldolase       | 0                      | 0                      | 0                     | 0                  | 0                    | 2                  | 0                  | 2                    | 0                         | 0                    | 0                      | 0                        | 4                 |
| Fructose-1,6-bisphosphatase              | 0                      | 0                      | 0                     | 0                  | 0                    | 2                  | 2                  | 0                    | 2                         | 0                    | 0                      | 2                        | 2                 |
| Triose phosphate isomerase               | 0                      | 0                      | 0                     | 0                  | 0                    | 0                  | 0                  | 2                    | 4                         | 2                    | 0                      | 2                        | 4                 |
| Glyceraldehyde-3-phosphate dehydrogenase | 0                      | 8                      | 0                     | 0                  | 0                    | 0                  | 0                  | 2                    | 4                         | 2                    | 2                      | 2                        | 2                 |
| 3-phosphoglycerate kinase                | 0                      | 2                      | 2                     | 4                  | 0                    | 2                  | 0                  | 0                    | 2                         | 2                    | 0                      | 2                        | 2                 |
| Phosphoglycerate mutase                  | 0                      | 0                      | 0                     | 0                  | 0                    | 2                  | 0                  | 2                    | 0                         | 2                    | 0                      | 4                        | 2                 |
| Enolase                                  | 2                      | 0                      | 2                     | 0                  | 0                    | 2                  | 0                  | 0                    | 0                         | 2                    | 2                      | 4                        | 0                 |
| Pyruvate kinase                          | 2                      | 0                      | 0                     | 4                  | 0                    | 0                  | 0                  | 2                    | 2                         | 2                    | 0                      | 4                        | 4                 |
| Pyruvate decarboxylase                   | 0                      | 2                      | 2                     | 0                  | 0                    | 2                  | 0                  | 0                    | 4                         | 0                    | 0                      | 0                        | 2                 |
| Alcohol dehydrogenase                    | 0                      | 2                      | 0                     | 6                  | 0                    | 2                  | 4                  | 6                    | 0                         | 2                    | 0                      | 8                        | 2                 |
| Galactokinase                            | 8                      | 10                     | 14                    | 4                  | 6                    | -                  | 8                  | 0                    | 0                         | 0                    | 0                      | -                        | -                 |
| Galactose-1-phosphate uridyl transferase | 6                      | 4                      | 16                    | 6                  | 6                    | -                  | 4                  | 0                    | 0                         | 0                    | 0                      | -                        | -                 |
| UDP-glucose-4-epimerase                  | 10                     | 8                      | 6                     | 4                  | 4                    | -                  | 8                  | 0                    | 2                         | 0                    | 2                      | -                        | -                 |
| <b>Total (Glycolytic)</b>                | 6                      | 26                     | 10                    | 16                 | 4                    | 22                 | 6                  | 18                   | 22                        | 22                   | 8                      | 38                       | 32                |
| <b>Total (Galactolytic)</b>              | 24                     | 22                     | 36                    | 14                 | 16                   | -                  | 20                 | 0                    | 2                         | 0                    | 2                      | -                        | -                 |

<sup>a</sup>Promoter sequences of *Saccharomyces cerevisiae* (S288c), *Kazachstania naganishii* (CBS8797), *Naumovozyma castellii* (CBS4309) (syn. *Saccharomyces castellii*), *Zygosaccharomyces rouxii* (CBS732), *Lachancea kluyveri* (CBS3082) (syn. *Saccharomyces kluyveri*), *Eremothecium gossypii* (ATCC10895) (syn. *Ashbya gossypii*), *Kluyveromyces lactis* (CBS2359), *Candida albicans* (SC5314), *Sugiyamaella lignohabitans* (CBS10342), *Debaryomyces hansenii* (CBS767), *Yarrowia lipolytica* (CLIB122), and *Komagataella phaffii* (CBS7435) were analyzed for the presence of the putative Gal4 binding sites. Putative TFBSs were searched by using MatInspector<sup>1</sup>. Only matches with a predicted binding site on both DNA strands were considered as true binding sites. For genes that have multiple subunits or homologs, total number of the binding sites is given. Total numbers of the putative Gal4 binding sites on the glycolytic or galactolytic promoters are shown. (“+” can utilize galactose, “\*” has the galactose metabolism genes but they are not active).

**Supplementary Table 4. Growth characteristics of the control and *GAL4* overexpression strain of *Sugiyamaella lignohabitans*<sup>a</sup>.**

|                                                    | $\mu^b$<br>[h <sup>-1</sup> ] | $q_s^c$<br>[g g <sup>-1</sup> h <sup>-1</sup> ] | $q_{Gly}^d$<br>[g g <sup>-1</sup> h <sup>-1</sup> ] | $Y_{x/s}^e$<br>[g g <sup>-1</sup> ] |
|----------------------------------------------------|-------------------------------|-------------------------------------------------|-----------------------------------------------------|-------------------------------------|
| <i>S. lignohabitans</i> control                    | 0.30±0.01                     | 0.76±0.00                                       | 0.0011±0.0001                                       | 0.40±0.02                           |
| <i>S. lignohabitans</i> <i>GAL4</i> overexpression | 0.35±0.01                     | 0.99±0.11                                       | 0.0016±0.0001                                       | 0.35±0.02                           |

<sup>a</sup> Average values of two independent cultures for the control and the five randomly selected transformants are given. ± indicates the standard deviation

<sup>b</sup> Specific growth rate

<sup>c</sup> Specific glucose consumption rate

<sup>d</sup> Specific glycerol production rate

<sup>e</sup> Yield of biomass on substrate

.

**Supplementary Table 5. Stoichiometric model for the <sup>13</sup>C flux measurements in OpenFLUX based on the model published by Baumann *et al.* 2010<sup>2</sup>.**

| RxnID | Reaction Equation                                                                              | Carbon transition                                       | Openflux Rxn Type |
|-------|------------------------------------------------------------------------------------------------|---------------------------------------------------------|-------------------|
| R1    | MeOH_EX = MeOH <sub>int</sub>                                                                  | a = a                                                   | F                 |
| R2    | MeOH <sub>int</sub> = FORM                                                                     | a = a                                                   | F                 |
| R3    | FORM = FOR + NADH                                                                              | a = a + X                                               | F                 |
| R4    | FOR = CO <sub>2</sub> + NADH                                                                   | a = a + X                                               | F                 |
| R5    | XYL5P + FORM = DHA + G3P                                                                       | abcde + f = fab + cde                                   | F                 |
| R6    | DHA = DHAP                                                                                     | abc = abc                                               | FR                |
| R7    | DHAP = DHA                                                                                     | abc = abc                                               | R                 |
| R8    | DHA = GLYO                                                                                     | abc = abc                                               | F                 |
| R9    | GLC_EX + ATP = G6P + ADP                                                                       | abcdef + X = abcdef + X                                 | F                 |
| R10   | G6P = F6P                                                                                      | abcdef = abcdef                                         | F                 |
| R11   | F6P + ATP = FBP + ADP                                                                          | abcdef + X = abcdef + X                                 | F                 |
| R12   | FBP = F6P + P <sub>i</sub>                                                                     | abcdef = abcdef + X                                     | F                 |
| R13   | FBP = G3P + G3P                                                                                | abcdef = abc + def                                      | F                 |
| R14   | G3P + ADP + NAD = PG3 + ATP + NADH                                                             | abc + X + X = abc + X + X                               | F                 |
| R15   | PG3 = PEP                                                                                      | abc = abc                                               | F                 |
| R16   | PEP + ADP = PYR + ATP                                                                          | abc + X = abc + X                                       | F                 |
| R17   | PYR + NAD = ACCoA + CO <sub>2</sub> + NADH                                                     | abc + X = bc + a + X                                    | F                 |
| R18   | PYR + CO <sub>2</sub> + ADP = OAA + ATP                                                        | abc + d + X = abcd + X                                  | F                 |
| R19   | PYR = AcO + CO <sub>2</sub>                                                                    | abc = bc + a                                            | F                 |
| R20   | G6P + NADP = RUL5P + CO <sub>2</sub> + NADPH                                                   | abcdef + X = bcdef + a + X                              | F                 |
| R21   | RUL5P = XYL5P                                                                                  | abcde = abcde                                           | F                 |
| R22   | XYL5P + ADP = XYL + ATP                                                                        | abcde + X = abcde + X                                   | F                 |
| R23   | XYL + NADH = AROL + NAD                                                                        | abcde + X = abcde + X                                   | F                 |
| R24   | RUL5P = RIB5P                                                                                  | abcde = abcde                                           | F                 |
| R25   | XYL5P + RIB5P = SED7P + G3P                                                                    | abcde + fghij = fgabcde + hij                           | FR                |
| R26   | SED7P + G3P = XYL5P + RIB5P                                                                    | abcdefg + hij = cdefg + abhij                           | R                 |
| R27   | SED7P + G3P = E4P + F6P                                                                        | abcdefg + hij = defg + abchij                           | FR                |
| R28   | E4P + F6P = SED7P + G3P                                                                        | abcd + efghij = efgabcd + hij                           | R                 |
| R29   | XYL5P + E4P = F6P + G3P                                                                        | abcde + fghi = abfghi + cde                             | FR                |
| R30   | F6P + G3P = XYL5P + E4P                                                                        | abcdef + ghi = abghi + cdef                             | R                 |
| R31   | ACCoA + OAA = CIT                                                                              | ab + cdef = fedbac                                      | F                 |
| R32   | CIT = ICIT                                                                                     | abcdef = abcdef                                         | F                 |
| R33   | ICIT + NAD = AKG + CO <sub>2</sub> + NADH                                                      | abcdef + X = abcde + f + X                              | F                 |
| R34   | AKG + NAD + ADP + FAD = 0.5 SUCC + 0.5 SUCC + CO <sub>2</sub> + NADH + FADH <sub>2</sub> + ATP | abcde + X + X + X = 0.5 bcde + 0.5 edcb + a + X + X + X | F                 |
| R35   | SUCC + NAD = FUM + NADH                                                                        | abcd + X = abcd + X                                     | F                 |
| R36   | FUM + H <sub>2</sub> O = MAL                                                                   | abcd + X = abcd                                         | F                 |

|            |                                                                                                                                                                                 |                                     |    |
|------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|----|
| <b>R37</b> | MAL + NAD = OAA + NADH                                                                                                                                                          | $abcd + X = abcd + X$               | FR |
| <b>R38</b> | OAA + NADH = MAL + NAD                                                                                                                                                          | $abcd + X = abcd + X$               | R  |
| <b>R39</b> | ICIT = GLYOXY + 0.5 SUCC + 0.5 SUCC                                                                                                                                             | $abcdef = ab + 0.5 fcde + 0.5 edcf$ | F  |
| <b>R40</b> | ACCoA + GLYOXY = MAL                                                                                                                                                            | $ab + cd = cdba$                    | F  |
| <b>R41</b> | AcO + NADH = ETOH + NAD                                                                                                                                                         | $ab + X = ab + X$                   | F  |
| <b>R42</b> | AcO + ATP = Ac + ADP                                                                                                                                                            | $ab + X = ab + X$                   | F  |
| <b>R43</b> | AcO + NADP + CoA + ATP = ACCoA + NADPH + Pi + AMP                                                                                                                               | $ab + X + X + X = ab + X + X + X$   | F  |
| <b>R44</b> | G3P + NADH + ATP = GLYO + Pi + ADP + NAD                                                                                                                                        | $abc + X + X = abc + X + X + X$     | FR |
| <b>R45</b> | GLYO + Pi + ADP + NAD = G3P + ATP + NADH                                                                                                                                        | $abc + X + X + X = abc + X + X$     | R  |
| <b>R46</b> | GLYO = GLYOex                                                                                                                                                                   |                                     | B  |
| <b>R47</b> | PYR = PYRex                                                                                                                                                                     |                                     | B  |
| <b>R48</b> | CIT = CITex                                                                                                                                                                     |                                     | B  |
| <b>R49</b> | CO2 = CO2ex                                                                                                                                                                     |                                     | B  |
| <b>R50</b> | AcO = AcOex                                                                                                                                                                     |                                     | B  |
| <b>R51</b> | Ac = Acex                                                                                                                                                                       |                                     | B  |
| <b>R52</b> | ETOH = ETOHex                                                                                                                                                                   |                                     | B  |
| <b>R53</b> | AROL = AROLex                                                                                                                                                                   |                                     | B  |
| <b>R54</b> | 0.136 PYR + 0.006 RIB5P + 0.013 E4P + 0.040 OAA + 0.075 AKG + 0.027 ACCoA = Protein + 0.002 G3P + 0.058 CO2                                                                     |                                     | B  |
| <b>R55</b> | 0.113 G6P + 0.053 F6P + 0.167 ATP = Carbohydrate + 0.167 ADP                                                                                                                    |                                     | B  |
| <b>R56</b> | 0.002 G6P + 0.0055 PYR + 0.011 G3P + 0.006 CO2 + 0.039 ACCoA + 0.441 ACCoA + 0.07 NADH + 0.599 NADPH + 0.42 ATP + 0.065 O2 = Lipid + 0.07 NAD + 0.599 NADP + 0.42 ADP + 0.42 Pi |                                     | B  |
| <b>R57</b> | 0.056 PYR + 0.1136 CO2 + 0.105 RIB5P + 0.104 NAD + 0.075 NADPH + 1.1 ATP + 0.0479 OAA = RNA + 1.1 Pi + 1.1 ADP + 0.075 NADP + 0.104 NADH                                        |                                     | B  |
| <b>R58</b> | 0.051 PYR + 0.132 CO2 + 0.102 RIB5P + 0.102 NAD + 0.273 NADPH + 1.146 ATP + 0.051 OAA = DNA + 1.146 Pi + 1.146 ADP + 0.273 NADP + 0.102 NADH                                    |                                     | B  |
| <b>R59</b> | 0.455286007065888 Protein + 0.0546300247279858 RNA + 0.00113541838465316 DNA + 0.106302993687774 Lipid + 0.382645556133698 Carbohydrate + ATP = Biomass + ADP + Pi              |                                     | B  |
| <b>R60</b> | PYR = ALA                                                                                                                                                                       | $abc = abc$                         | S  |
| <b>R61</b> | OAA = ASP                                                                                                                                                                       | $abcd = abcd$                       | S  |
| <b>R62</b> | OAA = ASN                                                                                                                                                                       | $abcd = abcd$                       | S  |
| <b>R63</b> | AKG = GLU                                                                                                                                                                       | $abcde = abcde$                     | S  |
| <b>R64</b> | AKG = GLN                                                                                                                                                                       | $abcde = abcde$                     | S  |
| <b>R65</b> | G3P = 3PG                                                                                                                                                                       | $abc = abc$                         | S  |
| <b>R66</b> | 3PG = SER                                                                                                                                                                       | $abc = abc$                         | S  |
| <b>R67</b> | SER = GLY + MTHF                                                                                                                                                                | $abc = ab + c$                      | S  |
| <b>R68</b> | OAA = THR                                                                                                                                                                       | $abcd = abcd$                       | S  |
| <b>R69</b> | THR = GLY + ACETAL                                                                                                                                                              | $abcd = ab + cd$                    | S  |
| <b>R70</b> | PYR + PYR = VAL + CO2                                                                                                                                                           | $abc + def = abefc + d$             | S  |
| <b>R71</b> | E4P + PYR = SHKM                                                                                                                                                                | $abcd + efg = efgabcd$              | S  |
| <b>R72</b> | SHKM + PYR = CHRM                                                                                                                                                               | $abcdefg + hij = abcdefghij$        | S  |

|            |                                     |                                |   |
|------------|-------------------------------------|--------------------------------|---|
| <b>R73</b> | CHRM = PHE + CO <sub>2</sub>        | abcdefghij = hijbcdefg + a     | S |
| <b>R74</b> | CHRM = TYR + CO <sub>2</sub>        | abcdefghij = hijbcdefg + a     | S |
| <b>R75</b> | CHRM = ANTHR + PYR                  | abcdefghij = abcdefg + hij     | S |
| <b>R76</b> | ANTHR + RIB5P = CPADTRIB5P          | abcdefg + hijkl = abcdefghijkl | S |
| <b>R77</b> | CPADTRIB5P = INDG + CO <sub>2</sub> | abcdefghijkl = abcdgfhijkl + e | S |
| <b>R78</b> | INDG = IND + G3P                    | abcdefghijk = abcdefgh + ijk   | S |
| <b>R79</b> | IND + 3PG = TRP                     | abcdefgh + ijk = abcdefghkji   | S |
| <b>R80</b> | PYR + OAA = ILE + CO <sub>2</sub>   | abc + defg = debfgc + a        | S |
| <b>R81</b> | PYR + PYR = ISV + CO <sub>2</sub>   | abc + def = abefc + d          | S |
| <b>R82</b> | ISV + ACCoA = LEU + CO <sub>2</sub> | abcde + fg = fgbcde + a        | S |
| <b>R83</b> | AKG + CO <sub>2</sub> = ARG         | abcde + f = abcdef             | S |
| <b>R84</b> | 3PG = CYS                           | abc = abc                      | S |
| <b>R85</b> | OAA + MTHF = MET                    | abcd + e = abcde               | S |
| <b>R86</b> | AKG = PRO                           | abcde = abcde                  | S |
| <b>R87</b> | AKG + ACCoA = LYS + CO <sub>2</sub> | abcde + fg = fgbcde + a        | S |
| <b>R88</b> | RIB5P + MTHF = HIS                  | abcde + f = edcbaf             | S |

**Supplementary Table 6. Mass distribution values (MDV) of the control, *CRA1* overexpression and knock-out strains and the respective deviations of 3 biological replicates.**

| Metabolite <sup>a</sup> | Control |         |                  | <i>CRA1</i> overexpression |         |       | <i>CRA1</i> knock-out |         |       |
|-------------------------|---------|---------|------------------|----------------------------|---------|-------|-----------------------|---------|-------|
|                         | MDV     | Dev (±) | Sim <sup>b</sup> | MDV                        | Dev (±) | Sim   | MDV                   | Dev (±) | Sim   |
| GAP_M                   | 0.154   | 0.008   | 0.127            | 0.094                      | 0.007   | 0.047 | 0.151                 | 0.007   | 0.093 |
| GAP_M1                  | 0.748   | 0.007   | 0.854            | 0.802                      | 0.021   | 0.927 | 0.779                 | 0.012   | 0.870 |
| GAP_M2                  | 0.090   | 0.009   | 0.018            | 0.097                      | 0.013   | 0.027 | 0.062                 | 0.009   | 0.037 |
| GAP_M3                  | 0.007   | 0.006   | 0.000            | 0.007                      | 0.006   | 0.000 | 0.008                 | 0.001   | 0.000 |
| R5P_M                   | 0.052   | 0.001   | 0.039            | 0.036                      | 0.001   | 0.011 | 0.091                 | 0.002   | 0.034 |
| R5P_M1                  | 0.849   | 0.005   | 0.921            | 0.833                      | 0.014   | 0.931 | 0.784                 | 0.013   | 0.895 |
| R5P_M2                  | 0.099   | 0.004   | 0.040            | 0.130                      | 0.014   | 0.057 | 0.124                 | 0.012   | 0.068 |
| R5P_M3                  | 0.000   | 0.000   | 0.001            | 0.001                      | 0.001   | 0.001 | 0.002                 | 0.003   | 0.002 |
| R5P_M4                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| R5P_M5                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| F6P_M                   | 0.045   | 0.000   | 0.045            | 0.014                      | 0.003   | 0.001 | 0.048                 | 0.002   | 0.025 |
| F6P_M1                  | 0.338   | 0.013   | 0.381            | 0.164                      | 0.005   | 0.099 | 0.370                 | 0.009   | 0.293 |
| F6P_M2                  | 0.560   | 0.011   | 0.550            | 0.780                      | 0.018   | 0.848 | 0.537                 | 0.004   | 0.594 |
| F6P_M3                  | 0.020   | 0.029   | 0.023            | 0.004                      | 0.005   | 0.051 | 0.002                 | 0.004   | 0.085 |
| F6P_M4                  | 0.032   | 0.024   | 0.000            | 0.036                      | 0.015   | 0.001 | 0.043                 | 0.005   | 0.003 |
| F6P_M5                  | 0.004   | 0.000   | 0.000            | 0.002                      | 0.003   | 0.000 | 0.000                 | 0.000   | 0.000 |
| F6P_M6                  | 0.000   | 0.000   | 0.000            | 0.001                      | 0.001   | 0.000 | 0.000                 | 0.000   | 0.000 |
| G6P_M                   | 0.015   | 0.001   | 0.012            | 0.006                      | 0.000   | 0.001 | 0.015                 | 0.000   | 0.008 |
| G6P_M1                  | 0.152   | 0.002   | 0.112            | 0.116                      | 0.001   | 0.099 | 0.119                 | 0.002   | 0.110 |
| G6P_M2                  | 0.783   | 0.008   | 0.840            | 0.825                      | 0.002   | 0.848 | 0.811                 | 0.001   | 0.824 |
| G6P_M3                  | 0.015   | 0.005   | 0.036            | 0.019                      | 0.003   | 0.051 | 0.017                 | 0.002   | 0.055 |
| G6P_M4                  | 0.035   | 0.007   | 0.001            | 0.034                      | 0.004   | 0.001 | 0.039                 | 0.004   | 0.002 |
| G6P_M5                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| G6P_M6                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| 3PG_M0                  | 0.127   | 0.004   | 0.127            | 0.069                      | 0.004   | 0.047 | 0.150                 | 0.002   | 0.093 |
| 3PG_M1                  | 0.870   | 0.005   | 0.854            | 0.923                      | 0.005   | 0.927 | 0.821                 | 0.003   | 0.870 |
| 3PG_M2                  | 0.004   | 0.006   | 0.018            | 0.007                      | 0.004   | 0.027 | 0.030                 | 0.001   | 0.037 |
| 3PG_M3                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| AKG_M0                  | 0.025   | 0.001   | 0.041            | 0.024                      | 0.001   | 0.080 | 0.035                 | 0.002   | 0.040 |
| AKG_M1                  | 0.150   | 0.001   | 0.226            | 0.133                      | 0.002   | 0.310 | 0.169                 | 0.002   | 0.231 |
| AKG_M2                  | 0.470   | 0.003   | 0.422            | 0.604                      | 0.005   | 0.408 | 0.491                 | 0.003   | 0.438 |
| AKG_M3                  | 0.308   | 0.001   | 0.283            | 0.221                      | 0.002   | 0.190 | 0.273                 | 0.000   | 0.273 |
| AKG_M4                  | 0.048   | 0.002   | 0.029            | 0.018                      | 0.001   | 0.011 | 0.032                 | 0.002   | 0.018 |
| AKG_M5                  | 0.000   | 0.000   | 0.000            | 0.000                      | 0.000   | 0.000 | 0.000                 | 0.000   | 0.000 |
| Fum_M0                  | 0.050   | 0.000   | 0.088            | 0.049                      | 0.001   | 0.160 | 0.062                 | 0.001   | 0.100 |
| Fum_M1                  | 0.364   | 0.002   | 0.356            | 0.595                      | 0.004   | 0.440 | 0.406                 | 0.001   | 0.396 |
| Fum_M2                  | 0.463   | 0.003   | 0.426            | 0.323                      | 0.003   | 0.344 | 0.433                 | 0.001   | 0.420 |
| Fum_M3                  | 0.123   | 0.001   | 0.129            | 0.033                      | 0.002   | 0.055 | 0.098                 | 0.001   | 0.084 |

|               |       |       |       |       |       |       |       |       |       |
|---------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| <b>Fum_M4</b> | 0.000 | 0.000 | 0.001 | 0.000 | 0.000 | 0.001 | 0.001 | 0.001 | 0.001 |
| <b>Mal_M0</b> | 0.113 | 0.001 | 0.096 | 0.147 | 0.002 | 0.170 | 0.134 | 0.006 | 0.094 |
| <b>Mal_M1</b> | 0.336 | 0.004 | 0.380 | 0.486 | 0.003 | 0.455 | 0.351 | 0.003 | 0.396 |
| <b>Mal_M2</b> | 0.441 | 0.004 | 0.426 | 0.324 | 0.002 | 0.335 | 0.418 | 0.003 | 0.441 |
| <b>Mal_M3</b> | 0.110 | 0.001 | 0.097 | 0.043 | 0.001 | 0.040 | 0.096 | 0.001 | 0.068 |
| <b>Mal_M4</b> | 0.000 | 0.000 | 0.001 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.001 |
| <b>Gln_M0</b> | 0.023 | 0.001 | 0.041 | 0.023 | 0.001 | 0.080 | 0.031 | 0.001 | 0.040 |
| <b>Gln_M1</b> | 0.151 | 0.002 | 0.226 | 0.131 | 0.002 | 0.310 | 0.176 | 0.003 | 0.231 |
| <b>Gln_M2</b> | 0.461 | 0.006 | 0.422 | 0.575 | 0.013 | 0.408 | 0.466 | 0.006 | 0.438 |
| <b>Gln_M3</b> | 0.301 | 0.002 | 0.283 | 0.232 | 0.009 | 0.190 | 0.270 | 0.000 | 0.273 |
| <b>Gln_M4</b> | 0.063 | 0.003 | 0.029 | 0.039 | 0.002 | 0.011 | 0.058 | 0.002 | 0.018 |
| <b>Gln_M5</b> | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 |
| <b>Pro_M0</b> | 0.087 | 0.001 | 0.041 | 0.112 | 0.002 | 0.080 | 0.093 | 0.002 | 0.040 |
| <b>Pro_M1</b> | 0.162 | 0.004 | 0.226 | 0.129 | 0.001 | 0.310 | 0.168 | 0.002 | 0.231 |
| <b>Pro_M2</b> | 0.425 | 0.006 | 0.422 | 0.519 | 0.007 | 0.408 | 0.459 | 0.004 | 0.438 |
| <b>Pro_M3</b> | 0.282 | 0.001 | 0.283 | 0.218 | 0.002 | 0.190 | 0.253 | 0.006 | 0.273 |
| <b>Pro_M4</b> | 0.045 | 0.001 | 0.029 | 0.022 | 0.002 | 0.011 | 0.028 | 0.002 | 0.018 |
| <b>Pro_M5</b> | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 |

<sup>a</sup>M# refers to the numbers of the labelled carbon molecules in a metabolite.

<sup>b</sup>Simulated (sim) values are the respective MDVs of the OpenFLUX fitting yielding the lowest residual error.

## Supplementary References

1. Cartharius, K. *et al.* MatInspector and beyond: Promoter analysis based on transcription factor binding sites. *Bioinformatics* **21**, 2933–2942 (2005).
2. Baumann, K. *et al.* A multi-level study of recombinant *Pichia pastoris* in different oxygen conditions. *BMC Syst. Biol.* **4**, 141 (2010).

# Supplementary material for: A single Gal4-like transcription factor activates the Crabtree effect in Komagataella phaffii
**Source:** Nat Commun. 2018 Nov 21;9:4911. doi: 10.1038/s41467-018-07430-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

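Supplementary Data 1 lists 714 genes with their identifier, short name and description. For each of the 3 comparisons between strains it gives the log_2_ fold change and the adjusted p-value that DESeq2 computed from the kallisto counts. Each of the 714 genes passes the paper's cutoffs in at least 1 of the 3 comparisons, so a gene that changed in none of them does not appear. An NA in place of an adjusted p-value, which 120 of the genes have in at least 1 comparison, means that DESeq2 gave none, because of an outlying count or a low mean count. The table is also the only one used here that pairs identifiers with gene names.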

Description: Transcriptome data of control, *CRA1* overexpression and  $\Delta$ *cra1* strains.

# Supplementary material for: A single Gal4-like transcription factor activates the Crabtree effect in Komagataella phaffii
**Source:** Nat Commun. 2018 Nov 21;9:4911. doi: 10.1038/s41467-018-07430-4
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect the data.

Data analysis

How the deposited data were processed for this re-analysis (not part of the article)

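Transcript levels were measured in 9 libraries, from 3 shake-flask cultures each of the control strain, the *CRA1* overexpression strain and the *Δcra1* strain, in exponential growth on 5 g L-1 glucose. Conditions and replicate numbers were taken from the sample labels and from the paper. The authors trimmed the reads and assigned them with kallisto to an index of the *K. phaffii* CBS7435 annotation. The count tables also hold sequences named egfp, Kanamycin and Zeocin. For each library the authors deposited kallisto's estimated counts of 5344 sequences, without normalization. The deposited TPM values were computed by kallisto from those estimated counts and the effective lengths, so that they sum to a constant within each library. The authors also deposited, for each pair of strains, counts divided by DESeq2's normalization factors. These were read only to check that they follow the estimated counts. Among genes with at least 50 counts, 98.6% to 100% per column lay within 25% of the column's median ratio to the estimated counts.

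Total counts per library ranged from 106343 to 223825. The control libraries were the smallest, and the most abundant sequence took 4.25% to 9.86% of each library. A gene with 0 counts may hold up to 0.00134% of the largest library and 0.00282% of the smallest. Where all libraries of a strain had 3 or fewer counts, a fold change is given at most as a lower bound, computed against 3 counts. Such limits cover counting error only. Outliers within a strain were not tested, because groups of 3 are too small.

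Estimated counts were rounded to whole numbers. The 3 pairs of strains were each tested over their own 6 libraries with edgeR 4.0.16 in R 4.3.3, using filterByExpr, TMM factors, the quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p-value under 0.05 and an absolute log_2_ fold change of at least 1, which are the paper's cutoffs. The paper used DESeq2 through tximport, so DESeq2 1.42.0 was run as an alternative on the same counts, without and with offsets for effective length. CPM values are TMM-scaled over all 9 libraries. Sets of genes were tested with camera and fry from limma 3.58.1, as a family of 4 tests. The share of counts on the 11 glycolytic and fermentative genes was compared by exact two-sided permutation tests, which cannot go below p = 0.1 with 3 libraries against 3. Other alternatives were RLE factors, library totals only, TMM factors without the 11 genes, no filter or a mean of at least 50 counts, 1 fit over all 9 libraries, limma on log_2_(TPM + 1) and on log_2_(TPM + 0.1) for genes with a mean TPM of at least 1, the replicate number as a block, other cutoffs, and each library left out in turn. A covariate and a further DESeq2 fit were added after the values were seen. The fit is that with length offsets and a prior on the fold changes, which shrinks them and was the default in older versions of DESeq2. The covariate is each library's score on a component whose gene weights are the first principal component of the deviations from the strain means. The scores themselves are not centred by strain, so the covariate also takes up part of a difference between strains. The weights were computed over 1291 genes with a mean of at least 30 counts that are in none of the named lists.

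Gene names were taken from the paper's Supplementary Data 1, where 714 of the 5344 identifiers are named, and *GAL4* there was renamed *CRA1* as in the paper. Of the identifiers, 0 were found in the reference table of gene names for strain GS115 (assembly ASM2700v1), which was therefore not used. The genes named are *CRA1*, the egfp reporter, each gene the paper names for which an identifier is known, genes with a name or description of a hexose transporter, and for each comparison against the control the 3 rises and 3 falls with the largest fitted log_2_ fold changes among called genes whose libraries did not overlap. Where such a gene has only a bound, its rank is uncertain. None of the 7 TCA cycle genes and 9 of the 16 further names in Fig. 5 could be paired with an identifier, and the hexose transporter list held 1 gene. Set tests were therefore made for the glycolytic and fermentative list and for the thiamine list. Metabolic fluxes, growth and uptake rates are not analysed here.

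The tests were run on simulated data with known answers. Counts were drawn for the real genes with the control strain's proportions, the real totals and the spread of each comparison, and 200 genes were changed 4-fold. At the spread of the overexpression comparison, 87% of the 200 genes were called in the true direction and 3.87% of the calls fell on unchanged genes. At the spread of the deletion comparison these shares were 88.5% and 0.562%. With no gene changed, 0 genes were called at either spread. At both spreads the totals of the overexpression and control libraries were used, and no component shared by libraries was drawn. To weigh the shared control, all 9 libraries were drawn from the control strain's proportions 20 times, with the control libraries at the spread of either comparison. A simulated library component was recovered with a correlation of 0.999 across the 9 libraries.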

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

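The test below was chosen before its outcome was seen. The sequence named Kanamycin, which the paper does not discuss, had 19, 10 and 16 counts in overexpression replicates 1, 2 and 3, a mean of 15, and 0 counts in each control library. It drew attention as a signal above the control libraries in a sequence outside those the paper reports on. In the *Δcra1* libraries it had 1751, 1526 and 1679 counts. Its level in the overexpression strain was 88.9, 87.3 and 115 CPM, computed here from library totals without TMM factors. The mean count of 15 is 0.908% of that in the *Δcra1* libraries, not scaled for library size. A candidate source is reads carried over from the *Δcra1* libraries, which would give each gene abundant there at least this share of its count. Of 175 other genes with a mean of at least 200 counts in the *Δcra1* libraries, 0 lay below this share by more than counting error, and the lowest share was 0.725%. A gene that the overexpression strain expresses itself can exceed this share in any case, so the test could hardly exclude carry-over. Carry-over therefore stays open, although it would have had to spare the control libraries, which have 0 counts. That the overexpression strain itself holds such a sequence stays open too and was not tested, since the paper's text does not state which resistance marker each sequenced strain carries and names Zeocin only as an addition to a preculture. The sequence named Zeocin had counts in every library. These were 12, 10 and 15 in the control, 34, 6 and 11 in the overexpression and 18, 17 and 21 in the *Δcra1* libraries. A mislabelled library is argued against by *CRA1*, which is high in each overexpression library and at 0 in each *Δcra1* library.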

How the results depend on the processing

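The alternatives were fixed before the data were examined, apart from the covariate for the library component and DESeq2 with length offsets and a fold change prior, which were added after the values were seen. *CRA1* kept its direction and its call in both strains under each alternative that tested it, with log_2_ fold changes of 3.32 to 4.91 in the overexpression strain outside the fits that left out a library. The share of counts on the 11 glycolytic and fermentative genes kept its direction in both strains. Its difference in the overexpression strain was 2.00 percentage points, 1.23 on the TPM scale and 1.16 without overexpression replicate 1. In each case below the cause was not tested, except that a higher count minimum tests fewer genes and stricter cutoffs call fewer genes.

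Between the overexpression strain and the control, 158 genes were called. The number was 414 without a filter on low counts, 52 with a mean of at least 50 counts, 363 with all 9 libraries in 1 fit, 52 and 41 with limma on log_2_(TPM + 1) and log_2_(TPM + 0.1), 58 at an adjusted p under 0.01, and 85 against a fold change of 1.5. It ran from 44 without control replicate 2 to 574 without overexpression replicate 2. Between the *Δcra1* strain and the control, 517 genes were called, against 114 with a mean of at least 50 counts, 936 at an adjusted p under 0.05 alone and 303 with the covariate. Between the overexpression and *Δcra1* strains, 475 genes were called, against 147 with a mean of at least 50 counts, 212 and 200 with limma at the larger and the smaller pseudocount, 273 at an adjusted p under 0.01, and 296 against a fold change of 1.5. It ran from 282 without *Δcra1* replicate 2 to 775 without overexpression replicate 2.

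All 11 glycolytic and fermentative genes were called higher in the overexpression strain, but 2 and 1 were called with limma at the 2 pseudocounts, 1 at an adjusted p under 0.01, and from 0 (without control replicate 2) to 11 with a library left out. Of 3 thiamine biosynthesis genes, 2 were called higher, 0 and 0 with limma, 0 at an adjusted p under 0.01, 1 against a fold change of 1.5, 1 with the covariate, and from 0 (without any 1 control library) to 3 (without overexpression replicate 2). Where 0 genes of a list were called, all 11 or all 3 had an unadjusted p under 0.05. After the deletion, 6 of the 11 genes and 4 of 4 thiamine genes were called lower, and 1 of each with a mean of at least 50 counts. *HGT2*, described as a glucose sensor or transporter, could be tested in the overexpression strain under 7 of the alternatives only. It was called under 0 of these, with an unadjusted p of 0.15 to 0.43. All 4 set tests passed 0.05, as they did under fry, but 2 passed with a mean of at least 50 counts and 0 with an estimated correlation, where 0 had an unadjusted p under 0.05. The set tests were not run with DESeq2.

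The 58 genes called in both comparisons against the control became 145 without a filter, 9 with a mean of at least 50 counts, 99 with all 9 libraries in 1 fit, 20 and 15 with limma, 100 at an adjusted p under 0.05 alone, 11 at an adjusted p under 0.01 and 25 against a fold change of 1.5. Leaving out a library gave 13 (without control replicate 2) to 161 (without overexpression replicate 2). The more frequent direction changed as well. Of the 58 genes, 26 changed in the same direction and 32 in opposite directions, but these numbers were 36 and 29 with DESeq2, 33 and 27 with length offsets, 35 and 27 with the prior added, 42 and 28 with library totals only, 105 and 40 without a filter, 63 and 36 with all 9 libraries in 1 fit, 17 and 3 and then 13 and 2 with limma, 60 and 38 with the replicate block, 59 and 41 at an adjusted p under 0.05 alone, 36 and 35 without overexpression replicate 1, and 126 and 35 without overexpression replicate 2.

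The replicate number as a block gave 307 genes called between the overexpression strain and the control, 503 between the *Δcra1* strain and the control and 373 between the overexpression and *Δcra1* strains, with 98 genes in both comparisons against the control. The numbers do not pair the libraries. Same-numbered control and overexpression libraries deviated from their strain means with correlations across genes of 0.31, 0.24 and 0.098, control and *Δcra1* libraries with −0.20, −0.074 and −0.094, and overexpression and *Δcra1* libraries with −0.53, −0.29 and −0.042.

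The median log_2_ fold change of the genes tested moved by −0.25 with DESeq2 and −0.26 with length offsets in the overexpression comparison. There it moved by −0.012 with RLE factors and −0.10 with library totals only, both after the count filter. Without the filter, edgeR gave the 11 genes a median of 2.41, against 2.42 with DESeq2 and 2.76 with the filter. For egfp these values were 1.27, 1.28 and 1.57. For these genes the shift thus goes with the filter, which also sets the genes used for scaling. Over all genes tested this was not compared. With library totals only, the median of the genes tested moved by 0.14 in the deletion comparison and by −0.12 in that of the overexpression and *Δcra1* strains. The share of calls that were higher was 89.9% in the overexpression comparison and 79.4% with DESeq2 and length offsets. In the deletion comparison it was 60.5%, against 49.4% with DESeq2, without and with offsets, and 72.2% with library totals only. Between the overexpression and *Δcra1* strains it was 63.4%, against 50.5% with library totals only.

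For single named genes, 1181 values under alternatives were compared for 64 results. Of these, 1033 kept their direction and their side of the cutoffs, 114 lost a call, 27 gained one and 7 reversed. With the covariate, *PDA1* and *GND2* reversed in the overexpression strain, to −0.23 and −0.26. *HOT1* in the *Δcra1* strain, which was not called, reversed from −0.13 to 0.017 with library totals only, to 0.028 and 0.028 with limma, to 0.011 without control replicate 3 and to 0.21 without *Δcra1* replicate 2, while it was −0.43 without control replicate 2.

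Other splits of the 6 libraries of a comparison into 3 and 3 were tested the same way. For each of the 3 numbers of genes called, each of the 4 list counts and each of the 4 set tests, 1 of the 10 splits, the real one, gave a result as large. The largest number of genes called by another split was 0. The other splits mix the strains unevenly, so part of the strain difference stays between their groups and the spread within them is wider. Neither their 0 calls nor their small set p-values show what chance alone gives. The smallest unadjusted camera p of another split in the overexpression comparison was 1.2e-05 for the glycolytic and fermentative set and 0.019 for the thiamine set. In the deletion comparison these were 0.0029 and 0.0078. Splits that mix the strains thus gave set p-values under 0.05 too, which the remaining strain difference can produce. With 10 splits this share cannot go below 0.1, so the splits alone do not decide on chance. In simulations at the spread of the overexpression and of the deletion comparison with no gene changed, 0 genes were called, against 158 and 517. Both used the totals of the overexpression and control libraries and held no component shared by libraries. They therefore do not tell how many calls such a component could give. In 20 further simulations without a change, at most 28 and 12 of the genes tested in both comparisons had an unadjusted p under 0.05 and a fold change of at least 2. The spread between the overexpression and *Δcra1* strains was not simulated. Depth limits the genes near the floor. With 106343 counts in the smallest library, edgeR's filter on low counts left *HGT2*, *ZWF1*, Kanamycin, *VTS1* and PP7435_Chr2-0908 out of the overexpression comparison. It left *PDB1*, *SDH2*, *BRF1*, *MDS3* and *NNK1* out of the deletion comparison. Depth alone did not rule out every test of these genes. *HGT2* was tested under some alternatives, and the paper's DESeq2 table gives *PDB1*, *SDH2* and *MDS3* an adjusted p in the deletion comparison. Genes without counts in a strain have only bounds.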

Differences from the paper's values

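The values compared are log_2_ fold changes or numbers of genes. Those here are fitted without a prior that shrinks fold changes. A difference is listed where it exceeds the standard error, or 1.5 times for a number of genes. DESeq2 was run without and with length offsets, the latter being the steps the paper's methods name, and is called below "both DESeq2 fits"; "both limma fits" are those on log_2_(TPM + 1) and log_2_(TPM + 0.1). Against Supplementary Data 1, DESeq2 with length offsets differed by a median of 0.113 over 713 genes in the overexpression comparison, with a correlation of 0.984. After the values were seen, the same fit was run with a prior on the fold changes, the default of older DESeq2 versions. It differed from the paper's table by a median of 0.00025 over 713 genes, and called 166 genes higher and 34 lower, among them all 200 that the paper calls. This fit brought each value below within its error, except *INP53* and *GND2* in Fig. 5, so the paper's fold changes are not on the same scale as those here. Not all of a gap is the prior. In the overexpression strain, egfp was 1.57 here, 1.26 with DESeq2 and length offsets, and 1.19 with the prior added. The covariate, also added after the values were seen, closed the gaps of egfp, *THI7* and *SDH2* in the overexpression strain and of *PRP2* in the *Δcra1* strain. It came within the error of *GND2* in Fig. 5 as well, a value whose sign differs from that in the paper's own table. It also closed the gap of the number of genes called higher in the deletion comparison. The lists below name the alternatives set before the data were examined, except where the covariate or the prior is named.

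In the overexpression strain, both DESeq2 fits and leaving out overexpression replicate 1 brought the following within the error. *CRA1* was 4.75 against the paper's 3.98, which both limma fits and leaving out any control library also reached. *HXK1* was 2.75 against the paper's 2.13, *PFK1* 2.69 against the paper's 2.10 and *PFK2* 3.19 against the paper's 2.49. These 3 also came within the error with library totals only, no filter, both limma fits and without any control library, *HXK1* with all 9 libraries in 1 fit, and *HXK1* and *PFK1* without overexpression replicate 3. *GPM1* was 3.62 against the paper's 2.56, which both limma fits reached too. *CDC19* was 2.80 against the paper's 2.31, and *THI20* 2.15 against the paper's 1.67. For these, library totals only, no filter, all 9 libraries in 1 fit, both limma fits and leaving out control replicate 1 or 2 did the same, and for *CDC19* control replicate 3. *THI7* was 0.85 against the paper's 0.53, which library totals only, no filter, all 9 libraries in 1 fit, both limma fits and leaving out any control library or overexpression replicate 2 reached too. *SDH2* was 2.09 against the paper's 1.50, which no filter, all 9 libraries in 1 fit and leaving out control replicate 1 or 3 reached. egfp was 1.57 against the paper's 1.19, reached also with library totals only, no filter, all 9 libraries in 1 fit, both limma fits and without control replicate 1 or 2 or overexpression replicate 3. Of the alternatives set before the data were examined, those not named for a gene did not close its gap.

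Among the genes with the largest changes in the overexpression comparison, *BRF1* was 6.43 against the paper's 5.58, and none of the alternatives set before the data were examined closed the gap. *MDS3* was 5.61 against the paper's 4.72, which among them was reached only without control replicate 3. PP7435_Chr1-2269 was −2.78 against the paper's −2.96. Both DESeq2 fits, library totals only, no filter, all 9 libraries in 1 fit, both limma fits, the replicate block and the fits without any control library or without overexpression replicate 2 or 3 closed that gap. *PRP2* was 0.54 against the paper's 0.31, closed by both DESeq2 fits, library totals only, no filter, all 9 libraries in 1 fit, both limma fits and without control replicate 1 or 2 or overexpression replicate 2 or 3. PP7435_Chr4-0289 was 2.56 against the paper's 2.24, closed by both DESeq2 fits, no filter, all 9 libraries in 1 fit, both limma fits and without control replicate 1 or 2. For *INP53*, singled out after its values were seen, the paper's table gives 166 as the log_2_ fold change in the overexpression strain. It was 1.29 here and 1.00 with the prior, and none of the alternatives closed that gap. The same number, 166, is the paper's count of genes called higher in this comparison, so whether the entry is a fold change at all is open.

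With *CRA1* deleted, *PFK1* was 3.63 against the paper's 3.40, closed by both DESeq2 fits, no filter, all 9 libraries in 1 fit and without any control library or *Δcra1* replicate 1. PP7435_Chr1-2269 was −2.94 against the paper's −3.09, closed by both DESeq2 fits, no filter, all 9 libraries in 1 fit, both limma fits and without any control library or *Δcra1* replicate 1 or 2. *PRP2* was −6.27 against the paper's −5.92, closed with library totals only, a mean of at least 50 counts, both limma fits and without control replicate 3 or *Δcra1* replicate 1. PP7435_Chr4-0289 was −5.17 against the paper's −4.37, closed among them only without *Δcra1* replicate 2. *GND2* was 0.84 in the overexpression strain, against about −0.45 in the table within Fig. 5, read by eye. No alternative set before the data were examined closed that gap. Supplementary Data 1 gives 0.45 there, as did the fit with the prior, the same size with the opposite sign. The value read from the figure thus conflicts with the paper's own table. The covariate added after the values were seen gave −0.26, which does not bear on that conflict.

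In the overexpression comparison 16 genes were called lower, against the paper's 34, which both DESeq2 fits, library totals only, the replicate block and an adjusted p under 0.05 alone came within 1.5 times of. In the deletion comparison 313 genes were called higher, against the paper's 204. Both DESeq2 fits, all 9 libraries in 1 fit, both limma fits, the replicate block, an adjusted p under 0.01, the test against a fold change of 1.5, the covariate, and the fits without control replicate 2 or 3 or *Δcra1* replicate 2 or 3 came within 1.5 times of it. Of the paper's calls, 124 of 200 were called here in the overexpression comparison, 348 of 406 in the deletion comparison and 407 of 428 between the overexpression and *Δcra1* strains. DESeq2 with length offsets called 181, 391 and 414 of them.

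The paper reports *THI11* as higher in the overexpression strain. Here it was 1.70 and past the fold change cutoff, with an edgeR adjusted p of 0.060. It was called by both DESeq2 fits and with the prior, with library totals only, with no filter, with all 9 libraries in 1 fit, with the replicate block and without overexpression replicate 2. *PDB1*, which the paper's table calls lower in the *Δcra1* strain (−1.52, DESeq2 adjusted p = 0.035), did not pass edgeR's count filter in that comparison. *HXK1* was called higher here in the *Δcra1* strain, at 1.11, and is below the cutoffs in the paper's table. It lost its call under both DESeq2 fits, with the prior, with the covariate, with all 9 libraries in 1 fit, with limma on log_2_(TPM + 1), without any control library and without *Δcra1* replicate 2.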

Other observations

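The tests below were chosen after the result was seen, apart from those of transcript length and of the number of genes called at thinned counts.

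The overexpression libraries differed from each other by more than the others did. They held 65.4% of the variance within strains, against 19.1% in the control and 15.5% in the *Δcra1* libraries, over 1291 abundant genes outside the named lists. The first principal component took 60.0% of it, and overexpression replicate 1 lay at 1 end and the control libraries and overexpression replicate 2 at the other. With each library thinned to 106343 counts, the overexpression libraries still held a median of 63.1% of the variance within strains over 10 draws (at least 61.9%) and each other strain at most 21.5%, which argues against total counts alone. Transcript length is argued against too, since its Spearman's rho with the genes' weights on this direction was −0.039 across genes. The *CRA1* level of each culture differs between these libraries too, with 810, 95 and 316 counts in replicates 1, 2 and 3. These rank as the libraries' scores on the component do (24.7, −8.53 and 5.33). The *CRA1* level therefore stays open as a cause of the wider spread. The direction itself does not need *CRA1*, since it is shared in part by the *Δcra1* libraries, which have 0 counts of *CRA1*. The genes' weights in the overexpression libraries correlated across genes with those in the *Δcra1* libraries at 0.55 in absolute value (at most 0.050 in 20 simulations without such a component) and with those in the control libraries at 0.32 (at most 0.065). Genes are not independent replicates, and 3 libraries per strain give few directions. A candidate explanation is a component shared by libraries of each strain, from the state of the cultures or from the preparation or counting of the libraries, which cannot be told apart here. The paper's text names neither a library batch nor a strand setting.

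Such a component could by itself raise the glycolytic and fermentative genes in the overexpression strain. With each library's score on it as a covariate, 10 of the 11 genes were still called, with a median log_2_ fold change of 1.62 in place of 2.76, which argues against it as the whole cause. The scores were −5.84, −11.2 and −9.42 in the control and 24.7, −8.53 and 5.33 in the overexpression libraries, so the covariate also takes up a difference between the strains, and the drop is not an adjustment for differences within strains alone. The common coefficient of variation fell from 0.259 to 0.105. In overexpression replicate 2 alone, the 11 genes had a median log_2_ ratio to the control mean of 1.27, while the 150 genes with the largest weights in the *Δcra1* libraries had a median of 0.11. In replicate 1 these medians were 2.94 and 1.46, and in replicate 3 they were 2.39 and 0.73. The size of the rise of the 11 genes may therefore in part reflect this component, and a part that follows the *CRA1* level of each culture stays open as well, since *CRA1* was lowest in replicate 2 too.

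*PFK1* and *HXK1* were higher than the control in the *Δcra1* strain, where the other 9 glycolytic and fermentative genes were lower. With the covariate the log_2_ fold change of *PFK1* was 3.82, which argues against the shared component as its cause. That of *HXK1* was 0.58 (edgeR adjusted p of 0.61, over a range of 0.0020 to 0.61 across its alternatives) in place of 1.11. Whether the component accounts for *HXK1* cannot be told apart from an effect of the deletion, because a single gene near the cutoff does not decide it. A direct effect of the deletion on either gene was not tested.

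More genes were called in the deletion comparison than in the overexpression comparison, 517 against 158. The *Δcra1* libraries have larger totals, but with each library thinned to 106343 counts the deletion comparison still called a median of 397.5 genes over 10 draws, against 156 in the overexpression comparison, so depth does not account for all of it. With 1 estimate of the spread shared by all 9 libraries, 363 genes were called in the overexpression comparison and 373 in the deletion comparison, which leaves the wider spread of the overexpression libraries as a candidate source of the lower number. Whether the 2 strains differ in how many genes they change was not tested.

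The log_2_ fold changes of the 2 comparisons against the control correlated at 0.20 across 1924 genes tested in both, with the same sign in 61.5%. The shared control libraries alone can give such values. With 3 unchanged strains simulated 20 times, the control among them, the median correlation was 0.47 and the same sign was found in 64.8% of genes when the control libraries had the spread of the deletion comparison. With the spread of the overexpression comparison these were 0.64 and 72.5%. The observed values lie below the lowest simulated ones, 0.45 and 63.4%, so they give no sign of an effect shared by both strains beyond that of the shared control, but do not exclude one, since changes in 1 strain alone lower both values. At an unadjusted p under 0.05 and a fold change of at least 2, 72 genes passed in both comparisons in the same direction, against at most 5 in the simulations, and 38 in opposite directions, against 0. The simulated lists were short, so these counts do not separate a joint effect from many changes in each strain.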
